# Painting of Fourth and the X-Linked 1.688 Satellite in *D. melanogaster* Is Involved in Chromosome-Wide Gene Regulation

**DOI:** 10.3390/cells9020323

**Published:** 2020-01-30

**Authors:** Samaneh Ekhteraei-Tousi, Jacob Lewerentz, Jan Larsson

**Keywords:** painting of fourth, dosage compensation, satellite DNA, heterochromatin, epigenetics, *Drosophila melanogaster*

## Abstract

Chromosome-specific regulatory mechanisms provide a model to understand the coordinated regulation of genes on entire chromosomes or on larger genomic regions. In fruit flies, two chromosome-wide systems have been characterized: The male-specific lethal (MSL) complex, which mediates dosage compensation and primarily acts on the male X-chromosome, and Painting of fourth (POF), which governs chromosome-specific regulation of genes located on the 4th chromosome. How targeting of one specific chromosome evolves is still not understood; but repeated sequences, in forms of satellites and transposable elements, are thought to facilitate the evolution of chromosome-specific targeting. The highly repetitive 1.688 satellite has been functionally connected to both these systems. Considering the rapid evolution and the necessarily constant adaptation of regulatory mechanisms, such as dosage compensation, we hypothesised that POF and/or 1.688 may still show traces of dosage-compensation functions. Here, we test this hypothesis by transcriptome analysis. We show that loss of *Pof* decreases not only chromosome 4 expression but also reduces the X-chromosome expression in males. The 1.688 repeat deletion, *Zhr^1^ (Zygotic hybrid rescue*), does not affect male dosage compensation detectably; however, *Zhr^1^* in females causes a stimulatory effect on X-linked genes with a strong binding affinity to the MSL complex (genes close to high-affinity sites). Lack of pericentromeric 1.688 also affected 1.688 expression in *trans* and was linked to the differential expression of genes involved in eggshell formation. We discuss our results with reference to the connections between POF, the 1.688 satellite and dosage compensation, and the role of the 1.688 satellite in hybrid lethality.

## 1. Introduction

Chromosome-wide targeting is widely appreciated to form part of dosage-compensation mechanisms, i.e., mechanisms that equalize the transcriptional output from, e.g., the single X-chromosome in males to the two X-chromosomes in females. Several different mechanisms have evolved that solve the gene dosage problem between the two sexes and have been described in the literature [1,2,3,4,5]. Importantly, although sex chromosomes often acquire chromosome-specific regulatory mechanisms, they are not an evolutionary dead end since examples of sex chromosomal reversion to autosomes do exist. One such model example is provided by the 4th chromosome in *D. melanogaster* (the Muller F-element). The 4th chromosome exhibits many indications of a relationship to the X-chromosome [1,2,6,7] and evolutionary studies suggest that the 4th chromosome was ancestrally an X-chromosome that has reverted to an autosome [8,9]. This reversion from a sex chromosome to an autosome may, in fact, explain the existence of two chromosome-wide regulatory systems in *Drosophila*.

In *Drosophila*, the most well-known example of a chromosome-wide system is the dosage compensation system which doubles the expression of genes on the male X-chromosome. The mechanism involves a combination of general buffering effects that act on all monosomic regions [10,11,12] and the specific targeting and stimulation of the male X-chromosome by the male-specific lethal (MSL) complex, which together result in an approximately 2-fold increase in gene expression [4,11]. The MSL complex consists of five proteins (MSL1, MSL2, MSL3, MLE, and MOF) and two redundant long non-coding RNAs (*roX1* and *roX2*) [4,13]. The *roX* RNAs are essential in maintaining the correct targeting of the MSL complex and the correct expression from the X-chromosome [14,15].

The second chromosome-wide regulatory system in *Drosophila* is represented by the protein Painting of fourth (POF) which is involved in the global regulation of the genes on *Drosophila’s* chromosome 4 [16,17,18,19]. The level of compensation mediated by POF is in the same range as the level of compensation mediated on the male X-chromosome by the MSL complex; furthermore the POF mediated compensation of the 4th chromosome is required for the survival of haplo-4 flies [17]. POF binding is restricted to chromosome 4-specific genes; however, binding necessitates the targeted genes to be under ‘heterochromatic pressure’ and so POF binding is dependent on heterochromatin protein 1 (HP1a) and the histone methyltransferase Setdb1 [17,20,21]. Taken together, these observations support a model in which POF originated as an ancestral dosage-compensation system with a stimulatory function and that this gene regulatory system was trapped on the 4th chromosome once the latter reverted from being an X-chromosome to an autosome with an accumulation of repeats and heterochromatin.

These genome-wide regulatory systems are remarkably dynamic and there are several examples of species in which the MSL complex machinery has evolved dosage compensation on new additions, e.g., neo X-chromosomes [22,23,24,25]. In most of the tested species within the *Drosophila* genus, POF specifically targets the Muller F-element both in males and females (corresponding to chromosome 4 in *D. melanogaster*) [1,2,26]. However, there are some species, e.g., *D. busckii*, in which POF targets only the male X-chromosome, and some other species, e.g., *D. ananassae*, in which POF targets the F-element both in males and females, as well as the male X-chromosome together with the MSL complex [26,27]. It remains unknown how the dynamics and acquisition of these chromosome-specific systems can be explained while they retain their high specificity. A growing amount of evidence suggests that repeated elements, such as from the expansion of microsatellites and transposable elements, are important in the de novo evolution of binding sites that can assist chromosome-specific targeting [24,25,28,29,30]. This argument has strengthened further evidence that in several *Drosophila* species both the X-chromosome and the F-element are over-populated by certain repetitive elements [31]. Forming de novo binding sites for chromosome-specific regulatory complexes seems to rely on the use of repeated elements and certain mutational pathways that depend on the genomic properties of a given species [24].

The 359 bp 1.688 g/cm^3^ satellite repeat is one of the four major satellites in *D. melanogaster* [7]. In contrast to the other three major satellites, the 1.688 is a sequence-wise complex satellite and is, remarkably, enriched ~50-fold on the X-chromosome compared to its presence on autosomes [32]. This extreme enrichment on the X-chromosome and the fact that it is barely detected on autosomes suggests a sex-specific role such as dosage compensation [30,31,33,34]. Evidence of a functional connection between the 1.688 satellite and dosage compensation has been lacking until recently when a functional link was demonstrated with the 1.688 satellite targeting both the MSL complex and POF [27,32,35,36].

In addition to the 1.688 repeats scattered on the euchromatic X-chromosome arm, the satellite is the principle component of the X-chromosome’s heterochromatin [37,38]. Interestingly, lncRNAs originating from the 1.688 satellite localises to centromeric regions of chromosomes; the depletion of these lncRNAs causes mitotic defects [39,40]. Furthermore, the deletion of the pericentromeric multi-mega base pair block of 1.688 repeats on the proximal X-chromosome was originally identified as the *Zygotic hybrid rescue* mutation (*Zhr^1^*). In a cross of *D. melanogaster Zhr^1^* females and *D. simulans* males, the otherwise lethal female hybrid offspring survive [41,42,43].

To further our understanding of the role of the 1.688 satellite DNA in chromosome-specific targeting and regulation, and to test if ancient dosage-compensation mechanisms have some remaining regulatory impact, we here provide an expression analysis of *Pof* mutant and 1.688 deletion mutants (*PoX2^Df1.688^* and *Zhr^1^*). We show that loss of *Pof* decreases not only chromosome 4 expression but also reduces the X-chromosome expression in males. The 1.688 deletion in *Zhr^1^* does not affect male dosage-compensation detectably; however, *Zhr^1^* in females causes a stimulatory effect on the X-linked genes with a strong binding affinity to the MSL complex (genes close to high-affinity sites).

## 2. Materials and Methods

### 2.1. Fly Strains

*Drosophila melanogaster* flies were cultivated and crossed at 25 °C in vials containing potato mash-yeast-agar. The mutant alleles analysed were *Pof^D119^*, *Zhr^1^*, and *PoX2^Df1.688^*. Oregon R was used as the wild type. The *Pof^D119^* allele is a deletion of around 1 kb uncovering the *Pof* coding region [17]. The *PoX2^Df1.688^* allele lacks the seven repeats of the 1.688 satellite downstream of *CG1840* [27]. The *Zhr^1^* allele lacks the ~5 Mbp pericentromeric 1.688 satellite block on the X-chromosome [41,42,43]. The *Zhr^1^* males used in the study carries a non-translocated wild type Y-chromosome. To avoid the risk of 1.688 satellite repeat expansion on the *Zhr^1^* X-chromosome, the genetic background of the mutants and the wild type were not isogenized.

### 2.2. Preparation of RNA Library and Sequencing

Adult males and virgin females from each strain were isolated during three fixed time periods after hatching to decrease potential age differences between samples: 6–8 h (three flies), 14–16 h (four flies), and 22–24 h (three flies). The adult flies isolated during each period were placed in a 1.5 mL RNAse-free Eppendorf tube and flash frozen in liquid nitrogen and 0.1 mL TRI Reagent (Ambion) per fly was immediately added to each tube. The samples were stored at −80 °C. Thus, four biological replicates were isolated for each of the four genotypes and two sexes, totaling 32 samples based on 10 individual flies (6–24 h) per sample. Total RNA was purified with a Direct-zol RNA MicroPrep kit. The extracted RNAs were quality controlled and quantified using a Fragment Analyzer instrument (Advanced Analytical) and the reagent (DNF-471-22-SS total RNA 15 nt). The RNA samples with an RNA integrity number >9 were chosen to make cDNA libraries. The libraries were generated using the NuGene system (Ovation RNA-Seq System 1–16 for *Drosophila*- PART NOS. 0350) and were fragmented (200 bp) with a Covaris E220 Focused Ultrasonicator prior to adapter ligation. The generated libraries were quality controlled and quantified using the Fragment Analyzer instrument and reagent (DNF-920-22-DNA 75–15,000 bp). Each library had an exclusive barcode sequence as a ligated adapter and the libraries were pooled to make multiplex libraries. The samples were sequenced on a HiSeq 2500 High Output mode (2 × 125 bp Paired-end, Illumina). Sequencing was performed by the SNP & SEQ Technology Platform in Uppsala. The RNA-seq data reported in this paper have been deposited in the Gene Expression Omnibus database (GSE136637).

### 2.3. Raw Data Processing

Adapter removal and quality trimming of raw FASTQ reads for all samples were done using Trimmomatic [44], version 0.36, with the following settings “ILLUMINACLIP: TruSeq3-PE.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36”. Ribosomal RNAs were filtered using SortMeRNA [45], version 2.1b, (Bonsai Bioinformatics research group, University of Lille, France), using default settings and the rRNA databases provided. Trimmed and filtered reads were aligned to *Drosophila melanogaster* (*D. mel*.) reference genome, version 6.13, using the STAR. [46], version 2.5.4b, aligner with default settings.

### 2.4. Genome Read Counting

Read counts were obtained by FeatureCounts [47], version 1.6.3 (Department of Computing and Information Systems and Department of Mathematics and Statistics, The University of Melbourne, Australia). Gene read counts were quantified using the *D. mel*. 6.13 gene annotation file. The annotation file for repeats was computed using RepeatMasker [48,49], version 4.0.7 (Institute for Systems Biology, Seattle, WA, USA) with RepBase [50] libraries and settings ‘–nolow –species fly –gff’. The annotation file for 1.688 satellite sequence blocks was computed by using BLAST [51] and querying 1.688 sequences (Supplementary File 1) against the *D. mel*. 6.13 genome. BLAST hits were merged into blocks of 1.688 sequences by merging overlapping and adjacent (20 bp) alignments. A block was output to the annotation file (Supplementary File 2) if it was at least 269 bp long (~75% of 1.688 satellite sequence length). The depth of reads for each genomic position as a coverage track was visualised by Integrative Genomics Viewer (IGV), version 2.4.5 [52]. R, RStudio [53] (RStudio, Inc., Boston, MA, USA), and Python version 3.6 (The Python Software Foundation Beaverton, OR, USA) were used to process and analyse read counts.

### 2.5. Sample Similarity Heatmaps

Sample similarity was determined by subjecting read counts to a regularised logarithm transformation (RLT) [54], which produces variance stabilizing effects in the dataset, followed by hierarchical clustering based on Euclidian distance. Sample distances were plotted with the R heatplot.2 function from gplots [55].

### 2.6. Differential Expression

All differential expression calculations were made with DESeq2 [54] using mutant versus wild type comparisons. Gene expression analyses were done on the major *D. melanogaster* chromosomes 2L, 2R, 3L, 3R, 4, and X. Chromosome arms 2L, 2R, 3L, 3R were defined as autosomes (A). In the DESeq2 analysis, Wald statistics was applied to each gene by a negative binomial generalized linear model and the genes with Benjamini–Hochberg-adjusted *p*-values (*P*_adj_) < 0.05 were selected for further downstream analyses. The log_2_ fold change of significant differentially expressed genes (*P*_adj_ ≤ 0.05) per each chromosome were plotted by the ggplot2 R package [56]. The results of Wilcoxon signed-rank tests were added to the plots by ggsignif (https://github.com/const-ae/ggsignif) and ggpubr (https://github.com/kassambara/ggpubr) R packages to indicate significantly different chromosomes. The overlaps within the fly strains for the significant upregulated and downregulated genes were graphically visualised with the VennDiagram R package [57].

Expression of transposons were analysed in two ways: By quantifying read counts first to each transposon class, and then to each transposon locus in the genome. DESeq2 was used to create volcano plots of differentially expressed transposon classes. Dots were coloured in black if considered significant (*P*_adj_ ≤ 0.05 and up/downregulation log_2_ fold change ≥ 1), otherwise they were shown in grey. Labels are shown for black dots which also have up/downregulation log_2_ fold change ≥ 2. Labels were moved manually to avoid text overlaps. Redundant labels, such as for multiple variants of the same transposon, were removed. Overall differential expression of transposons per chromosome and locus was performed by importing DESeq2 output data into a Python script. The log_2_ fold values with *P*_adj_ > 0.05 were discarded. All entries which could not be assigned to one of the major chromosomes were assigned to ‘other’. Python library matplotlib [58] was used to create the box plots.

Differentially expressed 1.688 blocks were plotted in volcano plots with DESeq2. Entries on the X-chromosome were marked in red colour, otherwise blue. Grey dots are non-significant hits (*P*_adj_ > 0.05). Distribution of differentially expressed 1.688 satellite blocks on the X-chromosome was done by importing DESeq2 output data for each mutant versus wild type pairwise comparison into a Python script and plotted using matplotlib. The P_adj_ value from DESeq2 was used to classify blocks as either significant (≤0.05) or non-significant (>0.05), colouring them as black or grey, respectively.

### 2.7. Characterisation of 1.688 Transcripts between CG1840 and Sicily

Total RNA was isolated from five pairs of salivary glands of third instar females and males (Oregon R), three biological replicates per sex, with TRI Reagent (Ambion) according to the manufacturer’s protocol. The purified RNA was treated with RNAse-free DNase I (Thermo Fisher Scientific, Waltham, MA, USA, EN0525) and first strand cDNA was synthesised by RevertAid Reverse Transcriptase (Thermo Fisher Scientific, Inc., EP0441) using Oligo(dT)_18_, random hexamer, and gene-specific primers (sense and antisense), separately. The generated cDNA samples were analysed by PCR using Phusion Hot Start II DNA Polymerase (Thermo Fisher Scientific, Inc., F549L). The PCR primers used are listed in Table S1.

### 2.8. Functional Enrichment Analysis

The significant up- and downregulated genes for each fly strain versus wild type were separately introduced into FlyMine (http://www.flymine.org) for enrichment analyses following the Gene Ontology, Berkeley *Drosophila* Genome Project and Pathways protocol. Overlaps between the enriched lists created are provided in Tables S2 and S3.

## 3. Results

### 3.1. Pof^D119^, Zhr^1^, and PoX2^Df1.688^ Mutants Show Chromosome-Specific Differential Expression

To investigate further the relationship between the 1.688 satellite element and chromosome-specific gene expression, we analysed and compared the genome-wide RNA expression in wild type and *Pof^D119^*, *Zhr^1^*, and *PoX2^Df1.688^* mutants. 

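RNA-seq libraries were made from 4 samples for each sex of wild type, *Pof D119*, *Zhr1* and *PoX2 Df1.688*, 32 in all, each sample holding 10 adult flies pooled over 3 windows between 6 and 24 h after hatching. The authors deposited counts per gene of release 6.13, made from read pairs with both mates aligned to exons of one gene, without regard to strand and leaving out reads that align to more than one place. Counted read pairs per library ranged over 26816000–31357000 in wild-type females (median 27856000), 27141000–37993000 in wild-type males (31043000), 22820000–27899000 in *Pof D119* females (25488000), 17474000–28044000 in *Pof D119* males (23804000), 13348000–17582000 in *Zhr1* females (16362000), 13483000–18508000 in *Zhr1* males (16702000), 13059000–19641000 in *PoX2 Df1.688* females (14311000) and 12186000–16802000 in *PoX2 Df1.688* males (13603000). Starting from these counts, 11938 genes in females and 13503 in males passed the expression filter and were tested against wild type with the two-sided quasi-likelihood F test of edgeR after TMM scaling, and genes with a Benjamini–Hochberg-adjusted p below 0.05 are counted as differentially expressed. Chromosomes were then compared in 2 ways. For the first, log_2_ fold changes of differentially expressed genes on a chromosome were set against those on 2L, 2R, 3L and 3R with a two-sided rank permutation test (100000 permutations, smallest possible p 1e-05), which takes genes as independent although they share the same libraries. For the second, every library gives 1 value, mean log_2_ CPM of the chromosome minus that of the autosomes, and the values of 4 mutant and 4 wild-type libraries were compared with a two-sided exact permutation test, whose smallest possible p is 0.0286. *Pof* itself (2R: 24669397–24671577) had 310.3 ± 15.6 CPM (SD, n = 4) in wild-type males, 11.6 ± 0.72 in *Pof D119* males, 263.4 ± 25.4 in *Zhr1* males and 271.8 ± 15.3 in *PoX2 Df1.688* males, and 14.0 ± 0.74 in wild-type females, 8.66 ± 1.59 in *Pof D119* females, 15.1 ± 2.45 in *Zhr1* females and 13.1 ± 1.74 in *PoX2 Df1.688* females. Its log_2_ fold change was −4.74 (SE 0.09, p = 2.92e-21, adjusted p = 3.95e-17 over the tested genes) in *Pof D119* males and −0.69 (SE 0.14, p = 0.000181, adjusted p = 0.00347) in *Pof D119* females, and −0.24 (p = 0.00399, adjusted p = 0.0226, below 0.05 in 4 of 8 fits that leave out 1 library) in *Zhr1* males, with exact permutation p of the CPM of 0.0286, 0.0286 and 0.0571.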

For this, we sequenced rRNA depleted RNA from adult males and females using an Illumina platform (four biological replicates per genotype). The calculated expression levels thus represent an average of different tissues and cell types. 

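Euclidean distances between libraries were taken from the regularised logarithm of 16400 genes. In all 32 libraries the nearest other library was of the same sex and genotype, and complete-linkage clustering into 8 clusters gave 8 clusters of a single group. With only the 1000 genes of largest variance, the alternative that moved this most, 3 of the 8 clusters held a single group. Mean distance between the sexes of a genotype was at least 280 (*PoX2 Df1.688*) and at most 289.8 (*Zhr1*), and between wild type and a mutant of the same sex at most 106 (females, *Zhr1*).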

A heatmap of hierarchical clustering based on Euclidian distances produced from the RLT of the read count data showed that the samples were clustered perfectly by gender and genotype (Figure 1A). To find the main chromosome-specific differences between the genotypes, expression ratios for each chromosome were calculated both for the mutants and wild type (Figure 1B). 

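In *Pof D119* females 2 of 91 tested genes on chromosome 4 were upregulated and 9 downregulated, with a mean log_2_ fold change 0.79 below that of 1684 differentially expressed autosomal genes (mean difference −0.79, permutation p = 0.00197, adjusted p = 0.00559 over 12 chromosome comparisons). In *Pof D119* males 0 of 94 were upregulated and 27 downregulated, a mean difference of −0.81 from 2976 autosomal genes (permutation p = 1e-05, the smallest this test can give, adjusted p = 0.00012). Using all tested genes moved the female difference most, to −0.15 with the same side of the threshold. Without replicate 3 of the *Pof D119* females that difference was −0.41 (permutation p = 0.0642, adjusted p = 0.144). Per library, the mean of chromosome 4 genes minus that of autosomal genes was 1.30 ± 0.07 (SD, n = 4) in wild-type males and 1.05 ± 0.09 in *Pof D119* males, a difference of −0.25 or −15.8% (exact p = 0.0286, the smallest possible, adjusted p = 0.0686 over 12), and −0.21 (exact p = 0.0571) without replicate 2 of the mutant. The remaining mutant libraries still lay below every wild-type library. In females it was 1.42 ± 0.05 in wild type and 1.29 ± 0.13 in *Pof D119*, a difference of −0.14 or −8.97% (exact p = 0.143, adjusted p = 0.214). The female difference was −0.16 (exact p = 0.0286) against autosomal genes matched on the wild-type female to male ratio, an alternative chosen after the first values had been seen. Taking the log_2_ of summed counts in place of the mean over genes reversed the sign of the library difference in both sexes.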

We have previously shown that POF stimulates gene expression from the 4th chromosome [11,16,17,59] and as expected, in the *Pof^D119^* mutant, the gene expression on chromosome 4 was significantly decreased in both males and females compared with the other autosomes (Figure 1B, Figure 2A, and Supplementary Figure S1). 

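Wild-type males had X-linked genes at 0.21 ± 0.006 log_2_ units above autosomal genes (SD, n = 4 libraries, 2075 X-linked genes) and *Pof D119* males at 0.14 ± 0.02. All 4 mutant libraries lay below all 4 wild-type libraries, by −0.06 on average, a change of −4.35% (two-sided exact p = 0.0286, the smallest possible with 4 against 4, adjusted p = 0.0686 over 12 comparisons). Taking the median over genes in place of the mean moved this most, to −0.03, and the exact p was then above 0.05. *Pof D119* females were at 0.27 ± 0.04 against 0.28 ± 0.01 in wild type (difference −0.02, exact p = 0.457, adjusted p = 0.549).

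**Figure D1:**
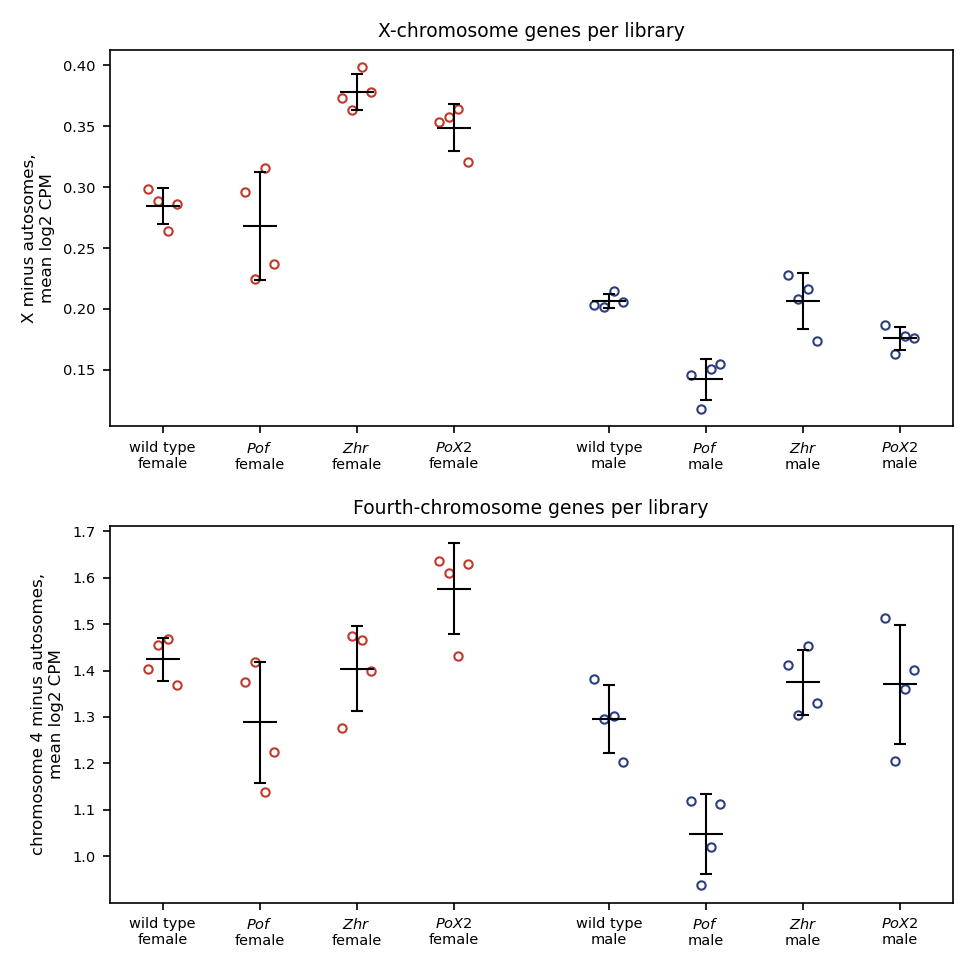
Mean log_2_ CPM of X-linked genes (top) and of chromosome 4 genes (bottom) minus that of genes on 2L, 2R, 3L and 3R, 1 point per library, with mean ± SD of the 4 libraries of each sex and genotype.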

Importantly, in *Pof^D119^* males, a significant decrease in average gene expression (7.68%) of the X-chromosome compared to autosomes was detected (Figure 1B). Of those genes classified as significantly differentially expressed (*P*_adj_ < 0.05), 275 were downregulated and 153 were upregulated (Figure 3A). 

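From the gene counts, 382 of the 2075 tested X-linked genes were differentially expressed in *Pof D119* males, 233 of them downregulated and 149 upregulated. Their mean log_2_ fold change lay −0.32 from that of the autosomal genes (rank permutation p = 5e-05, adjusted p = 0.0003 over 12), and their median −0.55 from the autosomal median. In *Pof D119* females 129 X-linked genes were upregulated and 127 downregulated, with a mean difference of −0.08 and a median difference of 0.42, of opposite sign (permutation p = 0.553, adjusted p = 0.738). Medians of called genes follow the balance of up and down, so median differences do not measure a shift of typical genes.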

Taken together, the results indicate an effect of the *Pof^D119^* mutant on male X-chromosome expression.

It has been suggested that the 1.688 satellite plays a role in chromosome-specific gene regulation, both in interactions with the dosage-compensating MSL complex [32,35,36] and as an optimal target for the chromosome 4 specific protein POF [21,27]. We were therefore interested in investigating any potential chromosome-wide effect on gene expression in the *Zhr^1^* mutant lacking the ~5 Mbp pericentromeric 1.688 satellite block [41,42,43]. 

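Of 1954 tested X-linked genes in *Zhr1* females 817 were differentially expressed, 478 up and 339 down, and their mean log_2_ fold change was 0.20 above that of 4038 autosomal genes (rank permutation p = 8.0e-05, adjusted p = 0.00032 over 12). Each *Zhr1* library had a higher X to autosome value than each wild-type library, 0.38 ± 0.01 (SD, n = 4), a difference of 0.09 or 6.72% (exact p = 0.0286, adjusted p = 0.0686). After matching autosomal genes to X-linked genes on their female to male expression ratio in wild type, a measure of ovary RNA, the difference was 0.07. Chromosome 4 had 17 genes up and 17 down (mean difference −0.03, permutation p = 0.521, adjusted p = 0.738), with a per-library difference of −0.02 (exact p = 0.8), and the sign of both changed when 1 library was left out, the first to 0.06 without replicate 4 of *Zhr1* and the second to 0.02 without replicate 1.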

A significant increase in the expression of X-linked genes was found in *Zhr^1^* females in which 517 out of 877 significantly altered genes on the X-chromosome were upregulated (Figure 1B, Figure 3A, and Supplementary Figure S2). 

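In *Zhr1* males 210 X-linked genes were upregulated and 167 downregulated, with a mean log_2_ fold change −0.01 from that of 2673 autosomal genes (rank permutation p = 0.958, adjusted p = 0.977 over 12). Averaged over libraries the X to autosome value differed from wild type by −8.73e-06 (exact p = 1, n = 4 and 4), and by 0.01 (exact p = 0.114) without replicate 4 of the mutant.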

Although it has been suggested that the enrichment of 1.688 satellite sequences on the X-chromosome stabilises the recruitment of the MSL complex [35,36], the average expression of the X-chromosome in males was not altered, in comparison with autosomes, upon deletion of the pericentromeric block of 1.688 satellite repeats (Figure 1B).

We have previously shown that the euchromatic *1.688^PoX2^* element promotes specific targeting of POF suggesting that this element retains a targeting function [27]. In wild type, POF exhibits female-specific targeting to a small number of X-chromosome sites—denoted as *PoX* sites [21]. This targeting is abolished in the *PoX2^Df1.688^* mutant females [27]. Therefore, we included the *PoX2^Df1.688^* mutant that lacks this specific 1.688 satellite repeat on the X-chromosome in our analysis. 

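*PoX2 Df1.688* females had 189 X-linked genes up and 181 down, with a mean log_2_ fold change 0.27 above 1918 autosomal genes (rank permutation p = 0.00233, adjusted p = 0.00559 over 12). The adjusted p was 0.0686 without mutant replicate 1 (difference 0.28), 0.144 without mutant replicate 3 (0.17) and 0.121 without wild-type replicate 3 (0.23). By library the X to autosome value was 0.35 ± 0.02 (SD, n = 4), 0.06 or 4.57% above wild type (exact p = 0.0286, adjusted p = 0.0686), and the exact p rose to 0.0571 without wild-type replicate 2 (0.07), 3 (0.06) or 4 (0.07). The lowest mutant library (0.32) lies above the highest of wild type (0.30), so these rises come from unequal group sizes. On chromosome 4, 18 genes were up and 2 down (mean difference 0.40, permutation p = 0.0627, adjusted p = 0.108). The chromosome 4 to autosome value was 1.58 ± 0.10 in these females, 0.15 or 11.1% above wild type (exact p = 0.0857, adjusted p = 0.171), and 0.20 above it without mutant replicate 3 (exact p = 0.0286).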

In *PoX2^Df1.688^* mutant females we observed a small but significant increase in gene expression, both on the X-chromosome and on the 4th chromosome, in comparison with autosomes (Figure 1B, Figure 3, and Supplementary, Figures S1 and S2). However, unlike the pericentromeric 1.688 satellite block, which has no detectable function in male X-chromosome dosage compensation, there was a small but significant reduction in expression of X-linked genes in male *PoX2^Df1.688^* (Figure 1B and Figure 3A). 

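Among X-linked genes in *PoX2 Df1.688* males the mean log_2_ fold change was −0.21 from that of 2442 autosomal genes (rank permutation p = 0.0418, adjusted p = 0.0836 over 12), and −0.23 without wild-type replicate 2 (adjusted p = 0.017). All 4 *PoX2 Df1.688* male libraries had an X to autosome value below all 4 of wild type, at 0.18 ± 0.01 (SD, n = 4), a difference of −0.03 or −2.09% (exact p = 0.0286, adjusted p = 0.0686), and −0.04 (exact p = 0.0571) against autosomal genes matched on the wild-type female to male ratio, chosen after the first values had been seen. Chromosome 4 had 13 genes up and 1 down (0.04, permutation p = 0.977), and −0.14 without replicate 1 of the mutant. Its value per library was 0.07 above wild type (exact p = 0.343), and in *Zhr1* males 0.08 above it (exact p = 0.143), with 12 genes up and 2 down.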

Notably, although the differences in X-expression observed in female and male *PoX2^Df1.688^* mutants are significant, these differences are not accompanied by more genes (in number) being up- or downregulated, respectively (Figure 3A).

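Differentially expressed X-linked genes of *PoX2 Df1.688* males divided into 172 upregulated and 186 downregulated. Medians differed from the autosomal median by 0.53 in *PoX2 Df1.688* females and −0.51 in males. Called genes lie mostly away from 0, so with nearly equal numbers up and down their median takes the sign of the slightly larger group. The X median was 0.22 in females and −0.20 in males, and the autosomal median −0.31 and 0.31. These differences are therefore not shifts of a typical X-linked gene.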

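The paper's reasoning rests on the ratio of X and chromosome 4 expression to that of 2L, 2R, 3L and 3R. Tested directly across libraries, the X effect in males minus that in females was −0.05 in *Pof D119* (permutation p = 0.169), −0.09 in *Zhr1* (permutation p = 0.0143, adjusted p = 0.0214 over 3) and −0.09 in *PoX2 Df1.688* (permutation p = 0.000408, adjusted p = 0.00122).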

We conclude that the loss of POF causes a significant decrease of gene expression on the 4th chromosome in males and females and, in addition, a significant decrease in X-chromosome expression in males. Removing the pericentromeric block of 1.688 satellites causes a significant increase of X-chromosome expression in females. Removing the specific short arrays of 1.688 repeats at the *PoX2* site causes a slight increase in the expression of the X-linked genes, as well as a small but significant increase in the expression of the 4th chromosome in females.

### 3.2. POF Stimulates Expression on the 4th Chromosome Preferentially on Short, Non-Coding, and Differentially Expressed Genes

We have previously delineated the relationship between POF and HP1a and the repressive role of HP1a on chromosome 4 genes [16,17,19,59]. We have shown that HP1a preferentially represses long and non-ubiquitously expressed genes along the 4th chromosome. We were therefore interested in studying the more detailed activities of POF as an HP1a concomitant on the 4th chromosome. Dividing the genes on the 4th chromosome into housekeeping and non-housekeeping genes confirms that loss of POF mainly affects non-housekeeping genes (Figure 2B) [11,59]. Next, we divided the genes on the 4th chromosome into either coding or non-coding and compared these two groups. Interestingly, in the absence of POF, the expression of non-coding genes in males shows a stronger reduction compared to coding genes (Figure 2C).

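Chromosome 4 gave 3 non-coding and 24 coding genes among those differentially expressed in *Pof D119* males. The mean log_2_ fold change of the non-coding genes was −0.84 from that of the coding genes (two-sided exact permutation p = 0.0568, adjusted p = 0.227 over 8 comparisons of chromosome 4 gene classes). All tested genes, the alternative that moved it most, gave −0.14. In *Pof D119* females 0 non-coding genes of chromosome 4 were differentially expressed, so no comparison was made.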

We have previously shown that a loss of HP1a affects gene expression differently depending on the gene length [59]. We therefore investigated whether differential expression of chromosome 4 genes in the *Pof^D119^* mutant correlates with transcript length. 

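Only 4 genes with exons under 1500 bp in sum were differentially expressed on chromosome 4 in *Pof D119* males and 2 in *Pof D119* females. Against the 12 genes of 5000–10000 bp the male mean was −0.90 lower in log_2_ fold change (exact permutation p = 0.0297, adjusted p = 0.227 over 8), with an adjusted p of 0.035 without mutant replicate 1 (−1.04) and 0.022 without mutant replicate 4 (−1.29). The other male differences were 0.10 against 3 genes of 1500–2500 bp (exact p = 0.857), −0.35 against 5 genes of 2500–5000 bp (exact p = 0.73) and −0.60 against 3 genes over 10000 bp (exact p = 0.229). The first of these changed sign without mutant replicate 4 (−0.27), wild-type replicate 2 (−0.15) or wild-type replicate 3 (−0.27), and the second without wild-type replicate 2 (0.04). Female differences were −0.27 (exact p = 1), 0.49 (exact p = 0.4) and −0.43 (exact p = 0.8) for 1500–2500, 2500–5000 and over 10000 bp. Without mutant replicate 3 the first and last were 0.27 and 0.10, and without wild-type replicate 3 the last was 0.80.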

Short transcripts (<1500 bp) showed stronger reduction in expression compared to longer transcripts (Figure 2D). Taken together, our results confirm that POF stimulates the expression of chromosome 4 genes, and preferentially of differentially expressed genes. The effects of the *Pof^D119^* mutant on the 4th chromosome is similar in males and females. Short transcripts and non-coding genes show a more dramatic decrease in the male *Pof^D119^* mutant. Notably, these two classes are not mutually exclusive.

### 3.3. Relationship between X-Linked Transcriptional Alterations and MSL Complex Mediated Dosage-Compensation

Since loss of POF causes a stronger decrease of differentially expressed genes, short genes, and non-coding genes on the 4th chromosome, we also classified the X-chromosome genes according to these features and calculated the fold changes (Figure 3). Significant differences were observed in the size of effects when genes were classified as coding or non-coding, but the observed differences were small. 

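Non-coding X-linked genes had higher log_2_ fold changes than coding ones in *Pof D119* females (mean difference 1.54, 19 against 233 genes, rank permutation p = 1e-05, adjusted p = 0.0003 over 30 comparisons of X gene classes), in *PoX2 Df1.688* females (1.28, 24 against 341, p = 4e-05, adjusted p = 0.0006) and in *Pof D119* males (0.26, 33 against 345, p = 0.00554, adjusted p = 0.0416). All tested genes moved the first of these most, to 0.35, and the third had an adjusted p above 0.05 in all 8 fits that leave out 1 library (0.06 to 0.35). In *Zhr1* females (0.12, 39 against 766), *Zhr1* males (−0.31, 27 against 347) and *PoX2 Df1.688* males (0.00, 24 against 332) the adjusted p was 0.182, 0.156 and 0.437. Median differences were 0.59, 0.71 and 0.81, of opposite sign to the mean difference in *Zhr1* males. Leaving out 1 library changed the sign of the mean difference in 5 of 8 fits for the first (lowest −0.38, without mutant replicate 2). It did so in 6 of 8 for the last (lowest −0.30, without mutant replicate 3). Of 24 comparisons of genes under 1500 bp with longer classes 1 passed the threshold, *Zhr1* males against 1500–2500 bp (0.41, 130 against 108 genes, permutation p = 0.00435, adjusted p = 0.0416), and between 0 and 2 did so with 1 library left out. All tested genes gave 10 such comparisons.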

We conclude that the small X-chromosome effects observed in these mutants (Figure 1B) are not clearly linked to some of these gene features.

Next, we asked whether relationships or correlations exist between our observed X-chromosome effects and the MSL complex dosage-compensation system. To characterise the significant X-chromosome effects observed in the mutants, all X-chromosome genes were divided into four bins based on their binding strength with the MSL complex [60,61]. Thus, bin 1 included unbound and weakly bound genes, while bin 4 included genes highly enriched in MSL protein bindings (Supplementary File 3). Genes on the autosomes (2L, 2R, 3L, and 3R) with very low enrichments for the MSL complex were considered as a control for the comparison (Figure 4A). 

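MSL-binding bins 1 to 4 hold 494, 431, 435 and 191 genes. Per library, expression of each bin relative to the autosomes differed between *Pof D119* and wild-type females by 0.07, 0.04, −0.04 and −0.12 from bin 1 to bin 4 (exact p = 0.171, 0.343, 0.429 and 0.114, n = 4 and 4). For bin 1 the median over genes moved the value most, to 0.25, with all mutant libraries above all wild-type libraries. Without mutant replicate 3 the bin 4 difference was −0.17 (exact p = 0.0286).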

In *Pof^D119^* females, we observed a descending order of gene expression ratios from bin 1 to bin 4. However, only the genes in bin 2 differed significantly from genes on the autosomes. 

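Differentially expressed genes of bin 2 numbered 34 up and 13 down, with a mean log_2_ fold change 0.29 above the autosomal genes (rank permutation p = 0.0121, adjusted p = 0.0724 over 24 bin comparisons). Without mutant replicate 4 the difference was 0.51 (permutation test, adjusted p = 0.0054). Bin 1 gave 25 up and 18 down (0.29, permutation p = 0.154), bin 3 gave 27 up and 29 down (−0.02, p = 0.801) and bin 4 gave 2 up and 18 down (−0.36, p = 0.121). All tested genes moved the bin 1 difference most, to 0.07. It was −0.01 without mutant replicate 3, and that of bin 3 was 0.01, 0.03 and 0.08 without mutant replicate 1, mutant replicate 2 and wild-type replicate 1.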

Interestingly, in *Pof^D119^* males, the X-chromosome genes with stronger MSL complex binding (bins 3 and 4) were mainly responsible for the observed decrease in X-chromosome expression (Figure 1B and Figure 4A,B).

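Bins 3 and 4 of *Pof D119* males held 26 up and 52 down, and 3 up and 25 down. Mean log_2_ fold changes were −0.14 (rank permutation p = 0.0285, adjusted p = 0.137 over 24) and −0.27 (p = 0.0489, adjusted p = 0.168) from the autosomal genes, and for bin 3 −0.17 without mutant replicate 4 (adjusted p = 0.0466). Bins 1 and 2 had 30 up and 33 down (−0.14, permutation p = 0.225) and 28 up and 27 down (−0.16, p = 0.279), the latter 0.09 without mutant replicate 2. By library the differences from wild type were 0.01, −0.04, −0.07 (exact p = 0.0857) and −0.11 (exact p = 0.0286, adjusted p = 0.114) for bins 1 to 4. Leaving out wild-type replicate 2 gave −0.01 in bin 1, mutant replicate 4 gave −0.05 in bin 2 (exact p = 0.0286) and wild-type replicate 1 gave −0.09 in bin 3 (exact p = 0.0286). Bin 4 was also lower in *Zhr1* males (−0.08) and *PoX2 Df1.688* males (−0.08), each with exact p = 0.0286 and 0.0571 without any 1 of the wild-type libraries (−0.09 to −0.08 and −0.08 to −0.07). With any of these left out, every mutant library stayed below the wild-type libraries.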

The increased expression of the female X-chromosome in *Zhr^1^* seems to be caused by an increased expression of those genes that in males show strong binding of the MSL complex, and thus have high expression in wild type (bins 3 and 4) (Figure 1B and Figure 4A,B). 

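In *Zhr1* females bin 3 had 136 genes up and 65 down (0.23 above autosomal genes, rank permutation p = 0.00013, adjusted p = 0.00104 over 24) and bin 4 had 67 up and 18 down (0.38, p = 5e-05, adjusted p = 0.0006). Bin 1 had 67 up and 62 down (0.25, permutation p = 0.458) and bin 2 had 52 up and 90 down (−0.03, p = 0.0958, adjusted p = 0.264). Library values of bins 3 and 4 were above wild type in each of the 4 mutant libraries, by 0.16 and 0.22 (exact p = 0.0286, adjusted p = 0.114), and the exact p was 0.0571 without any 1 wild-type library (0.14 to 0.18 and 0.20 to 0.24). Leaving a library out did not end the separation of mutant and wild type in these bins. Bins 1 and 2 differed by 0.09 (exact p = 0.114) and −0.06 (exact p = 0.2), the former by 0.12 without mutant replicate 1 (exact p = 0.0286).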

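Upregulated genes of bin 4 numbered 67 in *Zhr1* females, 2 in *Pof D119* females, 14 in *PoX2 Df1.688* females, 3 in *Pof D119* males, 5 in *Zhr1* males and 2 in *PoX2 Df1.688* males. The 67 lie at a median of 1921 bp from the nearest high-affinity site, and the 105 genes of bin 4 that did not change at 2023 bp, while for PionX sites the medians are 3237 and 2600 bp. Over all bins, 322 upregulated genes lie at a median of 11040 bp from a high-affinity site and 771 unchanged genes at 14128 bp (rank permutation p = 0.0015), and at 8556 and 8684 bp from a PionX site (p = 0.831). Distances to a high-affinity site were 16329 and 22926 bp in bin 1 and 28574 and 31971 bp in bin 2. In bin 3 they went the other way, with 10700 bp for upregulated and 8465 bp for unchanged genes. The pooled test cannot separate distance from bin, since bins differ in both.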

In *Zhr^1^* females the number of upregulated genes in bin 4 was higher than that of other genotypes versus wild type; these genes are also in closer proximity to the MSL high-affinity sites HAS and PionX (Supplementary Figure S3A,B).

In *PoX2^Df1.688^* females, we observed a significant up regulation of genes in bin 1. 

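Bin 1 held 46 upregulated and 20 downregulated genes in *PoX2 Df1.688* females, with a mean log_2_ fold change 1.03 above the autosomal genes (rank permutation p = 1e-05, adjusted p = 0.00024 over 24), and its library values were above wild type by 0.20 (14.8%, exact p = 0.0286, adjusted p = 0.114). Bins 2, 3 and 4 had 32 up and 47 down (−0.01, permutation p = 0.849), 36 up and 41 down (−0.01, p = 0.587) and 14 up and 13 down (0.19, p = 0.2). The sign in bin 2 changed without mutant replicate 4 (0.05), wild-type replicate 1 (0.0011) or wild-type replicate 3 (0.0097), and in bin 3 without mutant replicate 2 (0.04), mutant replicate 3 (0.02), wild-type replicate 1 (0.07) or wild-type replicate 4 (0.01).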

Notably, bin 1 consists of genes with a low expression level [15]. These results therefore suggest a de-repression of low expressed X-linked genes in *PoX2^Df1.688^* females. In *PoX2^Df1.688^* males, although there was a descending order of average expression ratios from bin 1 to bin 4; only the genes in bin 3 were significantly downregulated compared with the autosomes (Figure 4A).

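For bins 1 to 4 the *PoX2 Df1.688* male libraries differed from wild type by 0.03, 0.03, −0.05 (exact p = 0.0857) and −0.08, and bin 3 by −0.07 without wild-type replicate 1 (exact p = 0.0286). Genes called in bin 3 were 32 up and 41 down, −0.17 from the autosomal genes in mean log_2_ fold change (rank permutation p = 0.113, adjusted p = 0.264 over 24). Bin 4 had 2 up and 16 down (−0.38, permutation p = 0.107, adjusted p = 0.264), bin 1 had 36 up and 24 down (0.19, p = 0.559) and bin 2 had 43 up and 37 down (−0.04, p = 0.761). The bin 2 value was 0.02 without mutant replicate 1 and 0.09 without mutant replicate 3.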

Following the significant alterations of the genes close to high-affinity sites for the MSL complex in male *Pof^D119^* and female *Zhr^1^* mutants, we analysed the expression of some individual genes involved in X-linked dosage-compensation [4,13,62] in the mutants versus wild type (Figure 4C). The zinc finger protein CLAMP is a newly identified protein that cooperates with MSL2 in the binding of the MSL complex to high affinity sites [62,63,64,65]. Interestingly, although the expression of *roX1* and *roX2* was increased in *Pof^D119^* males, *mof* was significantly downregulated. 

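*roX1* (X: 3857230–3862697) was at 1058.5 ± 42.2 CPM (SD, n = 4) in *Pof D119* males and 948 ± 57.6 in wild type, log_2_ fold change 0.16 (SE 0.06, p = 0.0199, adjusted p = 0.0704 over 13503 genes). *roX2* (X: 11579065–11580432) was at 149 ± 4.14 and 109 ± 11.5 CPM, 0.44 (SE 0.07, p = 1.17e-05, adjusted p = 0.000251), between 0.38 and 0.51 with 1 library left out. *mof* (X: 5873840–5876853) was at 12.8 ± 0.83 and 15.5 ± 0.92 CPM, −0.28 (SE 0.11, p = 0.0179, adjusted p = 0.0652), between −0.32 and −0.24 with 1 library left out, and the exact permutation p of the CPM was 0.0286 for each of these 3 genes. DESeq2, the alternative that moved the count of changed genes of this list of 9 most, called 3 in place of 1, with adjusted p = 0.0377 for *roX1* and 0.0442 for *mof*. Adjusting over the list alone 1 passed, and without wild-type replicate 2 the full adjustment passed 2.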

Although speculative, this decrease may compromise the H4K16 acetylation and result in a decreased X-chromosome expression. 

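Of 8 dosage compensation genes tested in females (*roX2* was below the filter) 4 were upregulated in *Zhr1* females, and the same number after adjusting over the list alone. *Clamp* (2L: 22165720–22169143) was at 68.4 ± 7.76 CPM (SD, n = 4) against 56.1 ± 1.33 in wild type, log_2_ fold change 0.29 (SE 0.08, p = 0.00179, adjusted p = 0.00777). *mof* was at 25.9 ± 0.83 against 19.5 ± 1.60, 0.41 (SE 0.09, p = 0.000362, adjusted p = 0.0024). *msl-1* (2L: 18683720–18688800) was at 121.5 ± 3.28 against 83.1 ± 7.62, 0.55 (SE 0.13, p = 0.000738, adjusted p = 0.00406). *msl-3* (3L: 7123213–7125533) was at 23.9 ± 4.95 against 17.9 ± 1.66, 0.42 (SE 0.15, p = 0.0128, adjusted p = 0.0346), below 0.05 in 3 of 8 fits that leave out 1 library, and the exact permutation p of the CPM was 0.0286 for the first 3 of these genes and 0.0571 for *msl-3*. Among autosomal genes with a similar female to male ratio, a measure of ovary RNA, these 4 rank between the 81.7th and 87.8th percentile. The numbers called in *Pof D119* females, *PoX2 Df1.688* females, *Zhr1* males and *PoX2 Df1.688* males were 0, with 1, 3, 1 and 1 at unadjusted p below 0.05, and without replicate 3 of the *Pof D119* females 1 was called there.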

In *Zhr^1^* females, *Clamp*, *mof*, *msl-1*, and *msl-3* were significantly overexpressed (Figure 4C). It remains to be tested if these observed increases in expression have a functional role in the increased X-chromosome expression observed in *Zhr^1^* females.

### 3.4. The Zhr^1^ Mutant Reduces the Expression of 1.688 Satellites in Trans

In our distance analysis of gene expression profiles, the samples were robustly separated firstly by gender and secondly by genotype (Figure 1A). 

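Transcripts of the satellite were measured from the authors' counts of single reads over 652 blocks, in the same 32 libraries. Of these blocks 107 lie on X, 74 on 3L, 15 on 2L, 2 on 2R and 454 on unplaced scaffolds. A read that aligns to several blocks was counted in full at each, without regard to strand, and the aligner reported reads with up to 10 places. Counts per library ranged over 7711–10408 in wild-type females (median 9268), 8167–14840 in wild-type males (11698), 9243–12298 in *Pof D119* females (10660), 6911–10522 in *Pof D119* males (8698), 1703–2692 in *Zhr1* females (2290), 4399–6422 in *Zhr1* males (5250), 10063–13668 in *PoX2 Df1.688* females (11574) and 7783–12338 in *PoX2 Df1.688* males (8986). Starting from these counts, blocks were tested with the two-sided edgeR test described for genes, scaled by library size and normalization factors of the gene table, and summed CPM relative to gene counts were compared between libraries with an exact permutation test. Scaling on the block table itself shifts the median log_2_ fold change of all blocks from 0.43 by −0.42 in *Pof D119* females, from −3.50 by −0.43 in *Zhr1* females, from 1.26 by −1.25 in *PoX2 Df1.688* females, from 0.49 by −0.46 in *Pof D119* males, from −2.63 by −0.55 in *Zhr1* males and from 1.11 by −1.17 in *PoX2 Df1.688* males. The DESeq2 fit shifts it by −0.15, 0.63, −0.95, 0.19, 0.51 and −0.70.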

To test the RNA expression from 1.688 satellite repeats, we repeated the distance analysis but only included tests for expression of all blocks of 1.688 repeats throughout the genome. In this analysis, the *Zhr^1^* mutant genotype clearly outgroups. 

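Distances computed from 651 blocks were 51.6 on average between *Zhr1* and other genotypes of the same sex, 27.0 to 30.7 between any 2 of the other genotypes of a sex, and 40.8, 36.6 and 31.3 between the sexes of wild type, *Pof D119* and *PoX2 Df1.688*. Females and males of *Zhr1* were 28.8 apart. Each of the 32 libraries was nearest to one of its own sex and genotype, and no alternative changed this number.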

In fact, in the expression of 1.688 blocks, the *Zhr^1^* mutant outgroups from the other genotypes independent of sex, i.e., the differences between the *Zhr^1^* mutants and the other genotypes, were larger than the differences between males and females (Figure 5A). These results suggest that the lack of the pericentromeric 1.688 satellite repeats strongly affects the expression of the remaining 1.688 blocks as well (Figure 5A). To test this potential *trans*-effect of 1.688 expression, we analysed all separable 1.688 blocks individually (see Materials and Methods). 

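Of 508 tested blocks outside X 38 were upregulated and 320 downregulated in *Zhr1* females, and of 519 in *Zhr1* males 67 and 248. The downregulated blocks were 305 and 228 on unplaced scaffolds and 15 and 20 on 2L, 2R and 3L, and the upregulated 25 and 45, and 13 and 22. Scaling on the block table gave 41 up and 325 down in males. Summed over blocks outside X, CPM relative to gene counts changed by a log_2_ difference of −1.42 or −62.6% in *Zhr1* females (exact p = 0.0286, adjusted p = 0.0429 over 12 sums) and −0.16 in *Zhr1* males (exact p = 0.371, adjusted p = 0.446). In *Zhr1* males the median log_2_ fold change of the tested blocks outside X was −3.19. Taking the mean over blocks in place of the sum made the decrease in these males larger, and it then passed the threshold.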

The results showed that the lack of the pericentromeric 1.688 strongly reduces the expression of the remaining 1.688 blocks (Figure 5B). This reduction was mainly seen on 1.688 satellites that are not annotated on the X-chromosome (Figure 5B). 

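On X, 99 blocks were tested in females and 98 in males. *Zhr1* females had 8 up and 6 down and *Zhr1* males 11 up and 5 down, and scaling on the block table or with DESeq2 gave 4 and 11, and 3 and 9, in females and 3 and 19, and 3 and 9, in males. X blocks in sum differed from wild type by 0.07 in *Zhr1* females (exact p = 0.657, adjusted p = 0.717 over 12), −0.01 without mutant replicate 2 and −0.03 without wild-type replicate 4, and by 0.21 in *Zhr1* males (15.3%, exact p = 0.0286, adjusted p = 0.0429), with exact p = 0.0571 without any 1 wild-type library (0.17 to 0.22). The sums of the *Zhr1* males stayed above those of the remaining wild-type males. Outside X the sums were taken apart after the first values had been seen. Blocks of unplaced scaffolds changed by −2.02 in females (exact p = 0.0286, adjusted p = 0.0571) and −0.60 in males (exact p = 0.0571, adjusted p = 0.0935), and those on 2L, 2R and 3L by 0.44 (exact p = 0.0857, adjusted p = 0.119) and 0.81 (exact p = 0.0286, adjusted p = 0.0571).

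**Figure D2:**
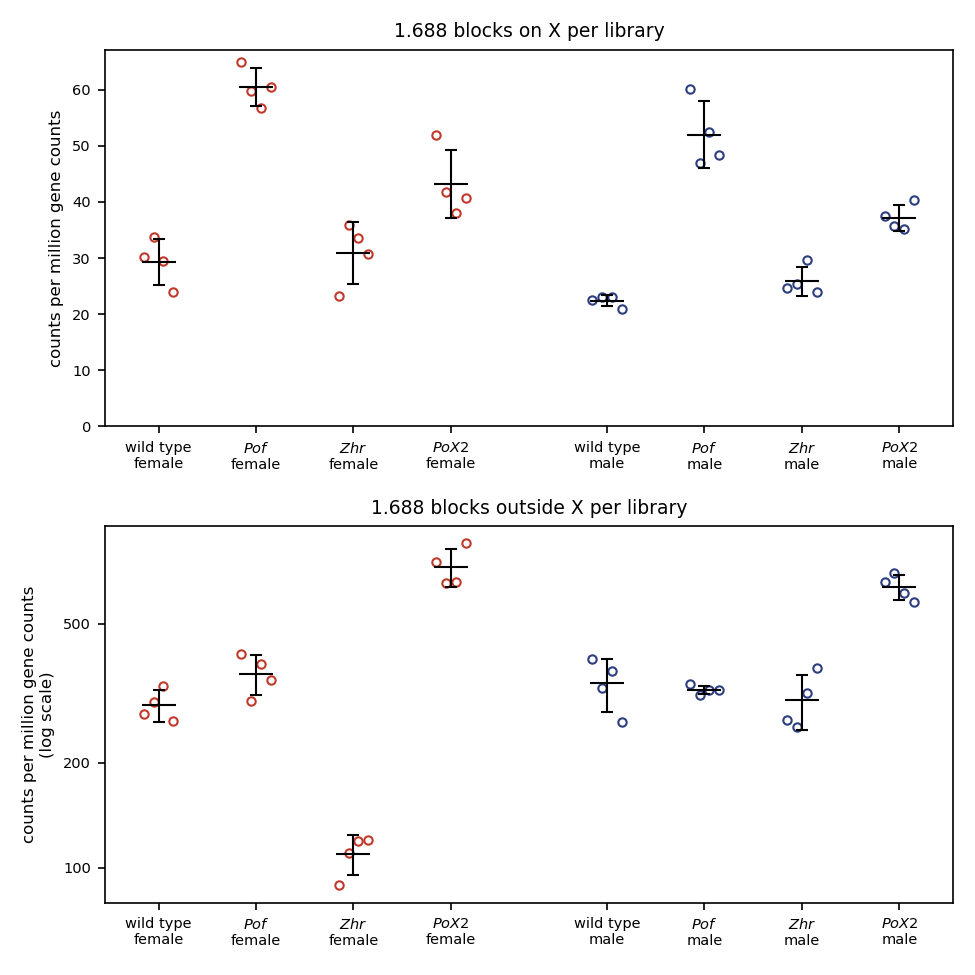
CPM of satellite blocks relative to gene counts in each library, summed over blocks on X (top) and over blocks outside X (bottom, log scale), with mean ± SD of each sex and genotype.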

In *Pof^D119^* females and males, we observe an increased expression of X-linked 1.688 satellites (Figure 5B). 

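*Pof D119* females had 17 X blocks up and 0 down, and *Pof D119* males 19 up and 1 down. Summed X blocks rose by 1.05 (log_2_, 107.6%) in females and 1.21 (131%) in males, each with exact p = 0.0286 and adjusted p = 0.0429 over 12, and the mean over blocks in place of the sum moved the female value most, to 0.90. Outside X 25 blocks were up and 0 down in females, 14 to 15 without mutant replicate 1 or wild-type replicates 1, 2 or 4, and 6 up and 1 down with scaling on the block table. In males 60 were up and 29 down, with 74 and 14 under DESeq2 and 17 and 92 under scaling on the block table. Sums outside X changed by 0.30 in females (exact p = 0.0571, adjusted p = 0.0762) and −0.05 in males (exact p = 0.771), and by 0.03 in males without wild-type replicate 1.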

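The paper reports a response of blocks off X to the deletion on X and a response of X blocks to the loss of POF. In *PoX2 Df1.688*, whose deletion removes a single short array, X blocks were 28 up and 4 down in females and 26 up and 3 down in males, and blocks outside X 280 up and 3 down, and 225 up and 0 down. These splits depend on scaling. DESeq2 gave 10 and 7, 15 and 7, 39 and 6, and 84 and 16, and scaling on the block table 6 and 12, 10 and 11, 29 and 20, and 37 and 58. Summed counts rose on X by 0.56 (47.3%) in females and 0.73 (65.8%) in males and outside X by 1.32 and 0.93 (each exact p = 0.0286, adjusted p = 0.0429 over 12), and the X sum of females by 0.47 without mutant replicate 1 (exact p = 0.0571). The remaining mutant females stayed above every wild-type female there.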

Our results thus confirm *cis*- and *trans*- activities of X-linked satellites and are consistent with other reports [39].

### 3.5. Expression Analyses of X-Linked 1.688 Satellites

As the 1.688 satellite blocks could be individually assigned, we specifically analysed the X-chromosome in which (in contrast to the autosomes) a large number of 1.688 blocks are distributed along the euchromatic arm [27,30,33]. In *Pof^D119^* females and males, we observed an increased expression of 1.688 satellite blocks on the X-chromosome; in particular a set of blocks located at coordinate 12.79 Mbp (which corresponds to 3.19 kbp of the fourth intron in the *Pde9* gene) (Figure 6A and Supplementary File 2). 

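In the *Pde9* intron 9 blocks (X: 12794782–12797972) were all upregulated in *Pof D119*, with log_2_ fold changes of 3.07 to 5.51 in females (adjusted p between 2.11e-11 and 0.000114, edgeR) and 3.10 to 6.40 in males (4.06e-13 to 4.57e-05), where wild type has 7 counts or fewer per block. Together they had 0.588 ± 0.426 CPM relative to gene counts (SD, n = 4) in wild-type females, 11.1 ± 1.38 in *Pof D119* females, 0.304 ± 0.171 in wild-type males and 9.53 ± 2.46 in *Pof D119* males (exact p = 0.0286 in each sex). Because a read can count at several of these blocks, they are not 9 separate measurements. *Pde9* itself had a log_2_ fold change of 0.47 in *Pof D119* females (adjusted p = 0.00414).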

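*PoX2 Df1.688* females and males had 4.86 ± 0.974 and 5.29 ± 1.18 CPM relative to gene counts over the 9 blocks of the *Pde9* intron (SD, n = 4, exact p = 0.0286 against wild type in each sex). Log_2_ fold changes were 2.02 to 4.11 in females (adjusted p between 3.53e-07 and 0.00364, edgeR) and 2.82 to 5.39 in males (1.9e-09 to 8.32e-05), and DESeq2 called 7 of the 9 in females. In *Zhr1* males 5 of the 9 were upregulated, 1 with DESeq2, and in *Zhr1* females 0 (sum exact p = 0.657).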

Notably, these blocks are also upregulated in *PoX2^Df1.688^* females and males. Note that *PoX2^Df1.688^* was generated by a CRISPR deleted 1.688 block at region 11.9 Mbp. 

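Each of 3 blocks in the *flw* intron (X: 10395351–10396360) was downregulated in *Zhr1* females, at least 4.09-, 2.08- and 2.75-fold, and in *Zhr1* males, at least 3.28-, 2.17- and 2.91-fold (adjusted p at most 1.86e-05 and 1.22e-05, edgeR). Their summed counts in replicates 1 to 4 were 3, 3, 0 and 0 in *Zhr1* females against 58, 61, 32 and 31 in wild type, and 0, 6, 0 and 0 in *Zhr1* males against 52, 40, 44 and 65 (exact p = 0.0286 in each sex). All 3 were upregulated in *Pof D119* of both sexes, with log_2_ fold changes of at least 2.53. *flw* itself changed by −0.45 in *Zhr1* females (adjusted p = 0.00025).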

A set of downregulated 1.688 blocks in the *Zhr^1^* mutant was concentrated at 10.39 Mbp (which corresponds to 1.01 kbp of the second intron in the *flw* gene) (Figure 6A). 

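The block in the *CG12065* intron (X: 8577499–8578266) had 3, 2, 0 and 0 counts in *Zhr1* females and 19, 22, 5 and 5 in wild-type females, at least 2.46-fold lower (p = 0.000794, adjusted p = 0.00203 over all tested blocks, edgeR), while an exact test of the CPM of the 4 and 4 libraries gave p = 0.0857. In *Zhr1* males its log_2_ fold change was −0.45 (adjusted p = 0.483). *CG12065* itself changed by −0.66 in *Zhr1* females, −0.74 in *PoX2 Df1.688* females, −0.37 in *Pof D119* males and −0.28 in *Zhr1* males.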

Another downregulated 1.688 block in *Zhr^1^* females corresponds to 767 bp of the second intron of *CG12065* at 8.5 Mbp. This 1.688 block is located 100 kbp downstream of the Chorion protein family genes at cytological band 7F1 (*Cp7Fa, Cp7Fb, Cp7Fc, Cp36,* and *Cp38*).

Next, we investigated whether we could specifically detect and identify RNAs generated from the *PoX2* locus. Since the 1.688 satellite is a multi-copy repeat with variations in sequence composition, we tested our stringency setting by mapping the reads from the different conditions to the genome assembly. We were encouraged to note that, in the sequence data from *PoX2^Df1.688^* mutants, no reads were mapped to the region downstream of *CG1840* (Figure 6B). This shows that the stringency setting we used can separate the *1.688^PoX2^* sequence variants from other 1.688 sequence variants. Therefore, the RNA-seq data confirm the existence of 1.688 transcripts that originate from the *PoX2* site both in wild type males and females (Figure 6B).

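At the *PoX2* block (X: 11889258–11891752), *PoX2 Df1.688* females had 0 counts in all 4 libraries and *PoX2 Df1.688* males 1, 0, 2 and 1. The block was at least 3.95-fold lower than wild type in females (p = 7.89e-07, adjusted p = 7.25e-06, edgeR, exact p = 0.0286 for CPM) and at least 1.52-fold lower in males (p = 0.00947, adjusted p = 0.0258, below 0.05 in 5 of 8 fits that leave out 1 library, exact p = 0.0571). *CG1840* upstream of it changed by 0.45 in *PoX2 Df1.688* females (adjusted p = 0.0798) and 0.29 in *PoX2 Df1.688* males (adjusted p = 0.371).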

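Counts of the *PoX2* block in replicates 1 to 4 were 16, 23, 37 and 14 in wild-type females and 18, 4, 7 and 15 in wild-type males, or 0.794 ± 0.388 and 0.348 ± 0.211 CPM relative to gene counts (SD, n = 4). *Pof D119* females had 40, 25, 4 and 11 and males 20, 25, 8 and 12, and *Zhr1* females 0, 24, 14 and 3 and males 8, 0, 4 and 0. Reads were counted without regard to strand, so direction was not tested here.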

In our previous work to characterise *PoX2* [27], we detected a read-through transcript starting from the *CG1840* gene and progressing into the downstream 1.688 satellite repeat in wild type (i.e., the 1.688 repeat deleted in *PoX2^Df1.688^*). We therefore further surveyed the transcripts from the intergenic 1.688 satellite block in the *PoX2* downstream of *CG1840*. Different primer sets spanning *1.688^PoX2^* were used (Table S1) in reverse transcription PCR reactions in which total RNAs were extracted from the salivary gland cells of 3rd instar larvae; the transcripts were detected from the 1.688 satellite at the *PoX2* site (Figure 6C). The identified transcripts included a long non-coding RNA transcript (amplified with F3 and R1). We conclude that the 1.688 repeat downstream of *CG1840* is transcribed including a full-length read-through generating a 1.688 lncRNA. It has been reported that both strands of the 1.688 satellite DNA are transcribed in ovaries to provide a double-stranded RNA pool that may potentially lead to an RNAi-dependent regulation to maintain the silenced state of centromeric and pericentromeric 1.688 repeats [66]. Therefore, we tested whether the 1.688 repeat at *PoX2* is transcribed from both strands. Sense and anti-sense synthesised cDNAs were separately used as templates in reverse transcription PCR. The results showed that the *1.688^PoX2^* satellite region is only detected in sense direction in the salivary glands of wild type female larvae, while *1.688^PoX2^* transcripts were found in both directions in males (Figure 6C).

### 3.6. Transposon de-Repression in Zhr^1^ Mutant

In several insect species, transposons consist of a constituent of satellite DNA [67]. Therefore, we analysed the differential expression of transposons when a multi-mega base pair satellite block was removed (as in *Zhr^1^*) or upon loss of its interacting regulatory systems (as in *Pof^D119^* and *PoX2^Df1.688^*). 

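Counts per repeat name, which the authors made from read pairs over RepeatMasker annotations with every place of a multiply aligned pair counted and copies of a name summed, were used for the same 32 libraries. Of 1152 names 1130 were kept as transposons. Library totals ranged over 1241000–1612500 in wild-type females (median 1421600), 1272000–1867300 in wild-type males (1551000), 1373700–1721300 in *Pof D119* females (1491000), 1083200–1597600 in *Pof D119* males (1344600), 918110–1256800 in *Zhr1* females (1063400), 873990–1154800 in *Zhr1* males (942990), 919610–1299100 in *PoX2 Df1.688* females (958430) and 751340–1059600 in *PoX2 Df1.688* males (863490). Starting from these, 972 names in females and 986 in males were tested with edgeR as for genes, with the scaling of the gene table, and those with an adjusted p below 0.05 and a log_2_ fold change of at least 1 either way are counted. Scaling on the repeat table shifts the median from 0.25 by −0.27 in *Pof D119* females, from 0.21 by −0.24 in *PoX2 Df1.688* females, from 0.18 by −0.21 in *Pof D119* males, from 0.12 by −0.17 in *Zhr1* males and from 0.20 by −0.21 in *PoX2 Df1.688* males.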

A sample distance analysis of RLT read counts of transposons (genome-wide) showed that the samples clustered primarily by gender and next by genotype (Figure 7A). 

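For 1078 repeat names, distances between the sexes were 17.1, 17.5, 19.4 and 17.1 in wild type, *Pof D119*, *Zhr1* and *PoX2 Df1.688*, those between *Zhr1* and other genotypes of a sex 16.6 on average, and those between any 2 of the other genotypes of a sex 13.2 to 15.3. The nearest library had the same sex and genotype in 32 of 32 cases, as with every alternative.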

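Between *Pof D119* and *PoX2 Df1.688* the mean transposon distance was 13.9 in females and 13.2 in males. Wild type was at 14.7 and 14.1 from *Pof D119*, at 15.1 and 15.3 from *PoX2 Df1.688* and at 17.3 and 16.2 from *Zhr1*. *Zhr1* was at 17.1 and 15.8 from *Pof D119* and at 17.5 and 15.8 from *PoX2 Df1.688*.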

In both females and males, *PoX2^Df1.688^* and *Pof^D119^* mutants clustered closely together in a further relationship with wild type, while *Zhr^1^* mutants were clustered over a greater distance (Figure 7A). 

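In *Zhr1*, 107 transposons were differentially expressed in females (74 up, 33 down) and 87 in males (62 up, 25 down), in *Pof D119* 80 (64 and 16) and 69 (57 and 12), and in *PoX2 Df1.688* 86 (67 and 19) and 87 (69 and 18). Dropping the fold change limit, the alternative that moved these most, gave 267 for *Pof D119*, 235 for *Zhr1* and 225 for *PoX2 Df1.688* females, and 185, 219 and 194 in males. Scaling on the repeat table gave 43 up and 34 down in *Pof D119* females, 49 and 25 in *PoX2 Df1.688* females, 45 and 22 in *Pof D119* males, 49 and 38 in *Zhr1* males and 52 and 27 in *PoX2 Df1.688* males, and DESeq2 42 and 31, 46 and 25, 45 and 19, 52 and 36, and 51 and 26. Mutant and wild-type values did not overlap for 278, 260 and 250 of the names tested in *Pof D119*, *Zhr1* and *PoX2 Df1.688* females and 209, 225 and 217 in males, where 2.86% would do so by chance.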

We conclude that the mega base pair block deletion in *Zhr^1^* causes a stronger differential expression of transposon expression compared with *Pof^D119^* or *PoX2^Df1.688^* (Figure 7A). The identity and fold change of significantly differentially expressed transposons are shown in Figure 7B and the chromosomal locations are summarised in Supplementary Figure S4.

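*TART-A* was upregulated in every mutant, with log_2_ fold changes of 2.46, 2.45 and 2.86 in *Pof D119*, *Zhr1* and *PoX2 Df1.688* females and 1.83, 2.19 and 2.49 in males (adjusted p at most 4.52e-15, edgeR). *TAHRE* rose by 2.96 and 2.71 in *Zhr1* females and males and by 1.44 in both sexes of *PoX2 Df1.688*, and by 0.04 and 0.03 in *Pof D119* (adjusted p = 0.857 and 0.86). *Gypsy1-I_DM* rose by 3.04 to 3.90 and *Gypsy6_LTR* by 2.75 to 3.86 over the 6 comparisons. *Gypsy_I-int* rose in *Pof D119* only, by 2.18 and 1.79, and *Gypsy_LTR* in *Pof D119* by 1.66 and 1.56 and in *PoX2 Df1.688* males by 0.51 (adjusted p = 0.0273, below 0.05 in 5 of 8 fits that leave out 1 library). Other names listed for large changes, with counts above the floor, were *ROVER-I_DM* (3.86) and *Gypsy-9_DFi-I* (−3.95) in *Pof D119* females, *Gypsy6-I_Dmoj* (−4.51) and *Gypsy13-I_Dpse* (−4.32) in *Zhr1* females, *MICROPIA_I-int* (−3.11) in *PoX2 Df1.688* females, *Copia-3_DMoj-I* (−3.94) in *Pof D119* males, *TART_B1* (−3.52) in *Zhr1* males and *Stalker2_LTR* (4.08) in *PoX2 Df1.688* males. The value of *Gypsy6-I_Dmoj* in *Zhr1* females depended on single libraries, ranging over −7.16 to −4.02 with 1 library left out. Copies of a name were summed, so changes by locus were not analysed here.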

### 3.7. Female-Biased Genes Related to Eggshell Formation Show Increased Expression in Zhr^1^ Mutant Females

We have previously hypothesized that the 1.688 satellite functioned in an ancient dosage compensation system involving POF targeting to the X-chromosome [27]. Therefore, in trying to find gene regulatory networks with genes and transposons that responded similarly in the different genotypes, we used Venn diagrams to compare all significant differentially up- and downregulated genes and transposons from each mutant. The highest numbers of differentially expressed genes in the mutants versus wild type were observed in female *Zhr^1^* and male *Pof^D119^*, respectively (Figure 8A). 

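Differentially expressed genes numbered 4903 in *Zhr1* females (2423 up, 2480 down), 1967 in *Pof D119* females (964 and 1003) and 2319 in *PoX2 Df1.688* females (1062 and 1257), and in males 3402 in *Pof D119* (1836 and 1566), 3097 in *Zhr1* (1699 and 1398) and 2824 in *PoX2 Df1.688* (1555 and 1269). A limit of 1 on the log_2_ fold change moved these most, to 1045, 535 and 715 in females and 783, 930 and 796 in males, in which the order of *Pof D119* and *Zhr1* males changes. Regrouping the 8 libraries of a comparison in all 35 ways gave as many calls only for the true grouping, with at most 258 genes in any other. Mutant and wild-type CPM did not overlap for 5025 genes in *Zhr1* females (42.1%), 2471 in *Pof D119* females (20.7%), 3420 in *PoX2 Df1.688* females (28.6%), 3388 in *Pof D119* males (25.1%), 3134 in *Zhr1* males (23.2%) and 3271 in *PoX2 Df1.688* males (24.2%), where 2.86% would do so by chance. Among the genes with the largest changes are *CG3397* (at least 73.1-fold lower in *Pof D119* females, 65.4-fold in *Pof D119* males, 53.1-fold in *Zhr1* females), *sordd2* (at least 130-fold higher in *PoX2 Df1.688* females, 169-fold in *PoX2 Df1.688* males, 79.9-fold in *Zhr1* males) and *Lsp1alpha* (at least 346-fold lower in *Zhr1* females and 217-fold in *Zhr1* males).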

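Among females, 480 genes and transposons together were upregulated in *Zhr1* and *PoX2 Df1.688* alone and 543 downregulated, 218 and 324 in all 3 mutants, 140 and 205 in *Pof D119* and *Zhr1* alone, and 146 and 86 in *Pof D119* and *PoX2 Df1.688* alone. Those in 1 mutant alone numbered 524 and 404 in *Pof D119*, 1659 and 1441 in *Zhr1* and 285 and 323 in *PoX2 Df1.688*. All comparisons share the wild-type libraries, which makes fold changes correlate. The correlation over genes between *Zhr1* and *PoX2 Df1.688* was 0.575, above the 0.474 reached by the highest of 20 simulations of mutants without any change. *Pof D119* gave 0.335 with *Zhr1* and 0.406 with *PoX2 Df1.688*, where such simulations reached 0.504 and 0.489. Unchanged mutants carry only noise, so a value below their maximum does not exclude a shared response. With a limit of 1 on the log_2_ fold change, which moved the counts most, 103 were up and 149 down in *Zhr1* and *PoX2 Df1.688* alone.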

A high degree of overlapping upregulated/downregulated transcripts in females was found between *Zhr^1^* and *PoX2^Df1.688^* mutants (Figure 8A). In males, the highest number of co-upregulated transcripts was found between *Zhr^1^* and *PoX2^Df1.688^*, while *Pof^D119^* and *Zhr^1^* mutants showed the most common downregulated transcripts (Figure 8A).

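In males 368 genes and transposons together were upregulated in *Zhr1* and *PoX2 Df1.688* alone, 294 in *Pof D119* and *PoX2 Df1.688*, 280 in *Pof D119* and *Zhr1*, and 434 in all 3. Downregulated were 292 in *Pof D119* and *Zhr1* alone, 277 in *Pof D119* and *PoX2 Df1.688*, 221 in *Zhr1* and *PoX2 Df1.688*, and 267 in all 3. Up in 1 mutant alone were 885 in *Pof D119*, 679 in *Zhr1* and 528 in *PoX2 Df1.688*, and down 742, 643 and 522. Fold changes of genes correlated at 0.526 between *Zhr1* and *PoX2 Df1.688* (maximum of simulated mutants without any change 0.445), 0.399 between *Pof D119* and *Zhr1* (0.479) and 0.467 between *Pof D119* and *PoX2 Df1.688* (0.493).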

A Gene Ontology enrichment analysis (excluding transposons) showed that most co-upregulated genes in *Zhr^1^* and *PoX2^Df1.688^* female mutants are involved in nucleic acid metabolic process and female gamete generation (Table S2), while the co-downregulated genes in these two mutants were mainly involved in developmental processes (Table S3). 

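Of the 18 eggshell genes the paper lists 17 could be tested in females (*Cp15* was below the filter), and 12 were upregulated in *Zhr1* females, 13 adjusting over the list alone. DESeq2 gave 11. In *PoX2 Df1.688* females 6 were upregulated, 9 over the list alone, with 0 without mutant replicate 3 and 3 without wild-type replicate 2, and in *Pof D119* females 0, with 0 at unadjusted p below 0.05, and 7 downregulated without mutant replicate 3. Of the vitelline membrane genes only *Vm32E* (2L: 11171167–11171665) passed in *Zhr1* females (log_2_ fold change 2.83, p = 0.00984, adjusted p = 0.0282, exact permutation p of the CPM 0.0571, below 0.05 in 3 of 8 fits that leave out 1 library). *Vm26Aa* changed by 2.29 (adjusted p = 0.0794), *Vm34Ca* by 2.03, *psd* by 1.48, and *Vml* and *Vm26Ab* by 1.54.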

Notably, the gene families of Chorion protein and Vitelline membrane were found to have increased expression in *Zhr^1^* females and are among the top 50 most variable transcripts in our analysis (Figure 8B). The main variable transposons, e.g., *G6* and *Jockey-1* were also found in *Zhr^1^* in both females and males (Figure 8B).

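*G6_DM* was at 1282.7 ± 563 CPM relative to gene counts (SD, n = 4) in *Zhr1* females and 13.1 ± 1.40 in wild type, log_2_ fold change 6.62 (SE 0.27, p = 2.99e-18, adjusted p = 7.26e-16, exact permutation p of the CPM 0.0286), and at 1332 ± 251 and 17.3 ± 3.23 in males, 6.26 (SE 0.22, adjusted p = 1.65e-17). *Jockey-1_DSe* was at 421 ± 174 and 33.4 ± 4.24 in females, 3.66 (SE 0.24, adjusted p = 9.62e-12), and at 449 ± 80.5 and 20.2 ± 2.39 in males, 4.47 (SE 0.15, adjusted p = 7.23e-18), and the exact permutation p was the same in each of these comparisons. In *PoX2 Df1.688*, *Jockey-1_DSe* changed by −1.20 in females and −0.96 in males.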

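Mean log_2_ CPM over the 18 eggshell genes was 5.44 ± 2.34 (SD, n = 4) in *Zhr1* females and 1.19 ± 0.75 in wild-type females, a difference of 4.25 (exact p = 0.0286, adjusted p = 0.0857 over the 6 comparisons of both sexes and 0.0429 over the 3 of females). The median over genes moved it most, to 5.76 with exact p = 0.114, and the p was 0.0571 without any 1 wild-type library (4.00 to 4.57). *PoX2 Df1.688* females were 2.59 above wild type (3.78 ± 1.24, exact p = 0.0286), with exact p = 0.0571 without mutant replicate 3 (2.06), wild-type replicate 2 (2.46) or wild-type replicate 3 (2.34), and *Pof D119* females −0.97 (exact p = 0.314). Means over the 18 genes in *Zhr1* and *PoX2 Df1.688* females stayed above all of wild type when 1 library was left out. Libraries of *Zhr1* females were unlike each other, with summed CPM of the late chorion genes at 474, 4.62, 1396 and 1.20 in replicates 1 to 4, against 0.331 to 0.709 in wild type, and of the early chorion genes at 717, 599, 1037 and 1.72. *Cp19* (3L: 8729865–8730604) had a log_2_ fold change of 11.1 (SE 1.90, p = 2.28e-05, adjusted p = 0.000355, exact permutation p of the CPM 0.0286), and *Cp16*, *Cp38*, *Cp18*, *CG4009*, *Cp36*, *CG15570*, *Cp7Fb* and *Cp7Fc* of 9.63, 8.88, 8.84, 8.36, 8.23, 6.72, 6.65 and 6.38, all called in each of the 8 fits that leave out 1 library. CPM of *Cp19* and *Cp16* did not overlap between *Zhr1* and wild-type females, but those of *Cp18*, *Cp7Fb* and *Cp7Fc* did. In *Zhr1* replicate 4 they were at 0.477, 0.0682 and 0.409, where wild type reached 0.485, 0.658 and 1.11. *CG14309* (4.32) and *dec-1* (2.50) were called in 4 and 2 of these fits.

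**Figure D3:**
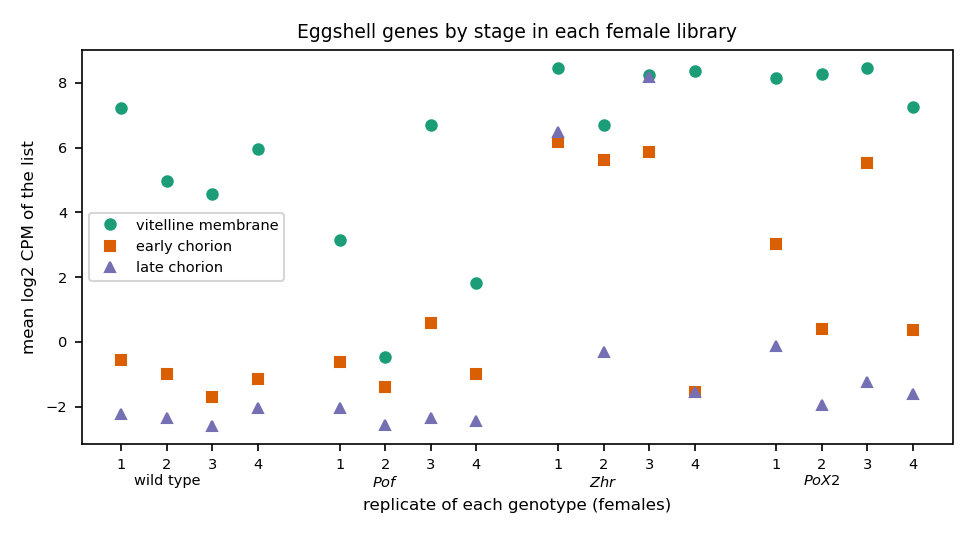
Mean log_2_ CPM of vitelline membrane, early chorion and late chorion genes in each female library, by genotype.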

We were intrigued by the increased expression in *Zhr^1^* females of a set of genes encoding Chorion proteins (*Cp16*, *Cp19*, *Cp18*, *Cp15*, *Cp7Fc*, *Cp7Fb*, *Cp38*, and *Cp36*), vitelline membrane proteins (*Vm26Aa*, *Vm34Ca*, *psd*, *Vml*, *Vm26Ab*, *Vm32E*), and other genes known to be involved in eggshell formation (*dec-1*, *CG14309*, *CG4009*, and *CG15570*) [68,69] (Figure 8B). The results suggest that the loss of the pericentromeric 1.688 satellite block in *Zhr^1^* affects eggshell formation.

## 4. Discussion

Chromosome targeting and regulatory mechanisms provide a good model to aid our understanding of the coordinated regulation of genes on an entire chromosome or even larger genomic regions. Chromosome-specific mechanisms are commonly recognised on sex-chromosomes as a means to restore the expression output between the heterogametic and homogametic sex. In fruit flies, two chromosome-wide systems have been characterised: The MSL complex dosage-compensation system that primarily acts on the male X-chromosome and, the system that we previously discovered, POF—the chromosome-specific regulation of genes located on the 4th chromosome, which is the first example of a chromosome-wide, autosome-specific gene regulatory system [16,17,18]. We have previously proposed that POF functioned in an ancient dosage-compensation system [2,26]. This hypothesis is supported by the later finding that the 4th chromosome was ancestrally an X-chromosome that reverted to an autosome [8,9] and our finding that in *D. ananassae* the POF protein is in close proximity to MSL3, i.e., POF is likely to be part of the MSL complex in *D. ananassae* [27]. Taken together, these findings support a hypothesis of POF having an ancient function in sex-chromosome dosage-compensation and that this function remains in some species.

How targeting of one specific chromosome evolves is still not understood; but repeated sequences in the form of satellites and transposable elements are considered to facilitate the evolution of chromosome-specific targeting [25,35,36]. We recently showed that a short array of 1.688 satellite repeats is essential to recruit the protein POF to a POF-high-affinity-site on the X-chromosome (*PoX2*), as well as to various transgenic constructs. Importantly, the 1.688 element has, for a long time, been considered in X-chromosome specific functions such as dosage compensation [30,31,33,34]. Experimental support for such a functional connection has been lacking until recently when the 1.688 satellite was functionally linked to both targeting of the MSL complex and targeting of POF [27,32,35,36]. Considering the rapid evolution and adaptation of regulatory mechanisms such as dosage compensation we hypothesised that POF and/or 1.688 may still show traces of dosage-compensation functions and we here tested this hypothesis using a transcriptome analysis. It is known that chromosome-wide regulatory systems act with different effect, the size of the effect depending on gene features such as housekeeping versus non-housekeeping genes, gene length, distance to high-affinity sites, and enrichment levels [11,15,59,61]. We therefore included these classifications in our analyses to increase the sensitivity.

### 4.1. Chromosome Specific Differential Expression in Male Pof^D119^ and Female Zhr^1^

As previously shown for other developmental stages, loss of *Pof* caused a significant reduction in expression output of genes from the 4th chromosome both in females and males. The decrease is more pronounced on differentially expressed genes as compared to housekeeping genes and also on non-coding genes as compared to coding genes. Note that these two criteria are not mutually exclusive. The results are consistent with the known stimulatory effect of POF on chromosome 4 [11,16,17,59]. In addition to the expected decrease on the 4th chromosome in *Pof^D119^* we observed a weak (8%) but significant reduction of X-chromosome expression in males. The observed reduction may be a remnant of an ancient function of POF in X-chromosome dosage-compensations. Interestingly, this reduction is without obvious phenotypic effects and we have recently suggested that tolerance to mis-expression is a common outcome in the evolution of sex-chromosomes [15]. The possibility that this is a remnant of a dosage-compensation function is supported by a more pronounced decrease of genes with high levels of MSL bindings, and genes located close to MSL high-affinity sites. Based on the current models of acquiring dosage-compensation [25,28] we assume that these genes acquire dosage-compensation early as an X-chromosome form. It has also been shown that full dosage-compensation is established earlier in the development of genes close to high-affinity sites [70].

Considering that the 1.688 satellite is ~50 times enriched on the X-chromosome compared to autosomes [30,31,32,34] it is tempting to assume a function (current or ancient) in dosage compensation. It has been shown that expressing siRNA from some specific variants of 1.688, increased MSL complex targeting and male viability in a genotype where both of these are compromised, i.e., *roX1* and *roX2* [35,36]. These results suggest an involvement of 1.688 satellites in dosage compensation. In the current study we tested if altered 1.688 content cause X-chromosome specific expression alterations using two genotypes: *Zhr^1^* with a deletion of almost the entire pericentromeric multi Mbp block of 1.688 elements; and *PoX2^Df1.688^*, which deletes an X-linked 1.688 block with remaining targeting functions of POF [27]. We did not observe any convincing decrease of male X-expression in these genotypes. However, in *Zhr^1^* females we observed a significant increase in X-chromosome expression. In support of this increase being a remnant of a dosage-compensation function, it is caused by an increase in the expression of genes with a high enrichment of the MSL complex in males. Why the loss of the pericentromeric 1.688 satellite block should lead to an increased expression in females, and whether that observation is connected to the increased expression of genes encoding proteins normally involved in male-specific dosage-compensation, remains to be tested. Notably, it also remains to be clarified if the reduction of X-chromosome expression in *Pof^D119^* males and the increased X-chromosome expression in *Zhr^1^* females are caused by a differential expression in most or all cell types or by a cell specific stronger effect.

### 4.2. Loss of the Pericentromeric 1.688 Satellite Region on the X-Chromosome Reduces Satellite Expression in Cis and Trans, and Induces Transposon de-Repression

A growing amount of evidence suggests that regulation, and in particular silencing, of HP1a enriched heterochromatin is important for proper development and co-ordinated gene expression. Nevertheless, flies are highly tolerant to dramatic changes in amounts of heterochromatic DNA. An example is the tolerance to loss of Y-chromosomes in males (X/0), as well as tolerance to additional Y-chromosomes both in males and females (X/Y/Y, X/X/Y, and X/Y/Y) [7]. The same is true for *Zhr^1^*. Although the X-chromosome in this mutant has lost >5 Mbp of pericentromeric 1.688 repeats, and thus a significant portion of the X-chromosome [7,71], it causes no obvious change in the phenotype. At the level of expression output, our results suggest that the 1.688 deletion in *Zhr^1^* causes a strong reduction of 1.688 expression in *cis*, as expected, but also in *trans*. The 1.688 sequence variants that show reduced expression in *Zhr^1^* are typically annotated to ‘unassigned chromosome’. We cannot exclude that some of these variants in fact originate from the *Zhr* repeated region, however, the results show that *Zhr^1^* does not induce de-repression of 1.688 variants in *trans*. In contrast to the reduced 1.688 expression in *trans*, we observed a de-repression of transposon expression in the *Zhr^1^* mutants. The elements *TART-A*, *G6*, *TAHRE,* and *Gypsy* were significantly de-repressed in both males and females.

In our previous study, we found that the removal of the 1.688 repeat at the *PoX2* locus, i.e., *PoX2^Df1.688^*, caused the loss of POF targeting also in *trans*, at a separate locus, *PoX1* [27]. In the current study, we identified 1.688 transcripts generated from the *PoX2* locus including a short read-through from *CG1840* and a separate long non-coding RNA transcript. Both sense and antisense transcripts from *1.688^PoX2^* in males were detected, which may indicate a double-stranded RNA pool that may potentially lead to siRNA formation and enhanced recruitment of the MSL complex to the chromosome; this would be in agreement with previously reported proposals [35].

### 4.3. The 1.688 Satellite Modulates Chorion Family Expression in Female D. melanogaster

Crosses between female *D. simulans* and male *D. melanogaster* are lethal to the female progeny and as such represent one of the very few exceptions to Haldane’s rule [72]. The lethality to hybrid daughters is mainly caused by incompatible pericentromeric loci comprising the *Zhr* 1.688 satellite repeats in *D. melanogaster*, which leads to failure of chromosome segregation during embryonic mitosis [41]. A possible mechanism is provided by the discovery of a long, non-coding RNA, produced from the *Zhr* locus, which has been shown to be localised at centromeric regions and depletion of which causes mitotic defects [39]. In our analysis of differentially expressed genes we found that those genes known to be involved in eggshell formation are upregulated in female *Zhr^1^*. This is of interest considering the significant differences in the ultrastructure of the chorion between *D. simulans* females and *D. melanogaster* males [73]. They showed that the chorion ridges in eggshells were thicker in *D. simulans* than in *D. melanogaster*. Considering the lack of the pericentromeric 1.688 satellite repeats on the X-chromosome, both in female *D. simulans* and in the *D. melanogaster Zhr^1^* mutant, we speculate that the *Zhr* locus directly or indirectly modulates genes involved in eggshell formation.

## Figures and Tables

**Figure 1:**
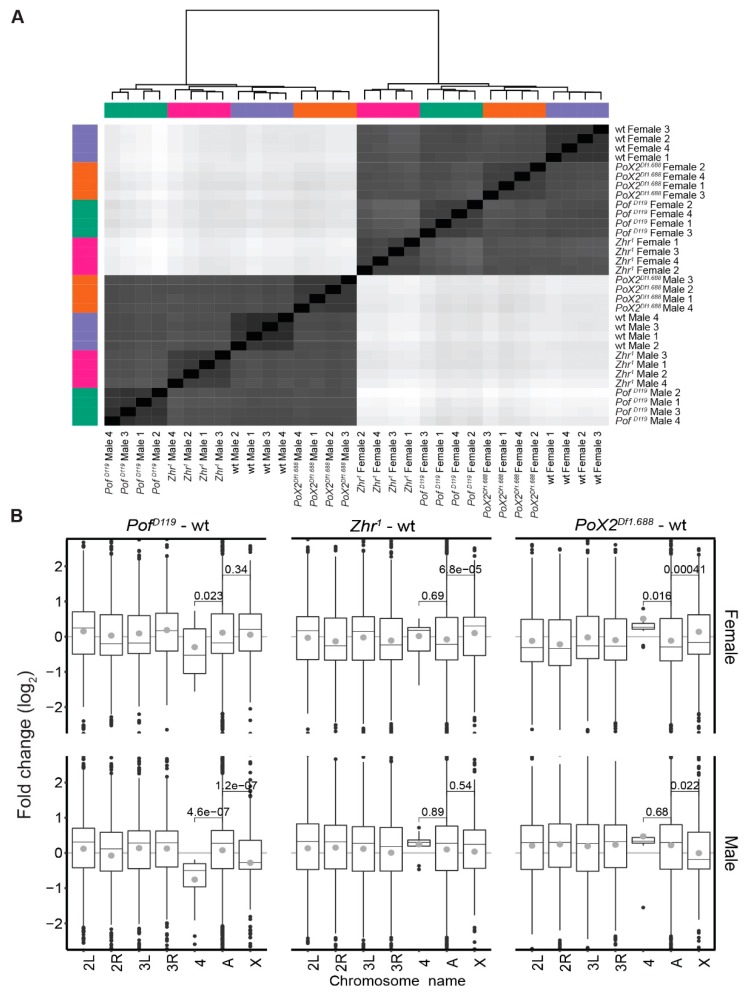
The gender-dependent genome differential analysis shows chromosome-specific alterations within genotypes versus wild type. (**A**) Samples were clustered and depicted in a heatmap based on Euclidian distances of gene read count RLT (regularised logarithm transformation). Sex is the major sample separator, followed by genotype. (**B**) Box plots representing expression ratios of whole transcripts (except satellites and transposable elements) for individual chromosome arms and chromosomes 2 and 3 combined (indicated A) in each mutant versus wild type. The box plots display median (line), average (dot), first and third quartiles (box), highest/lowest values within 1.5 × interquartile range (whiskers), and outliers. The statistical significance was determined by the Wilcoxon signed-rank test and p-values are indicated.

**Figure 2:**
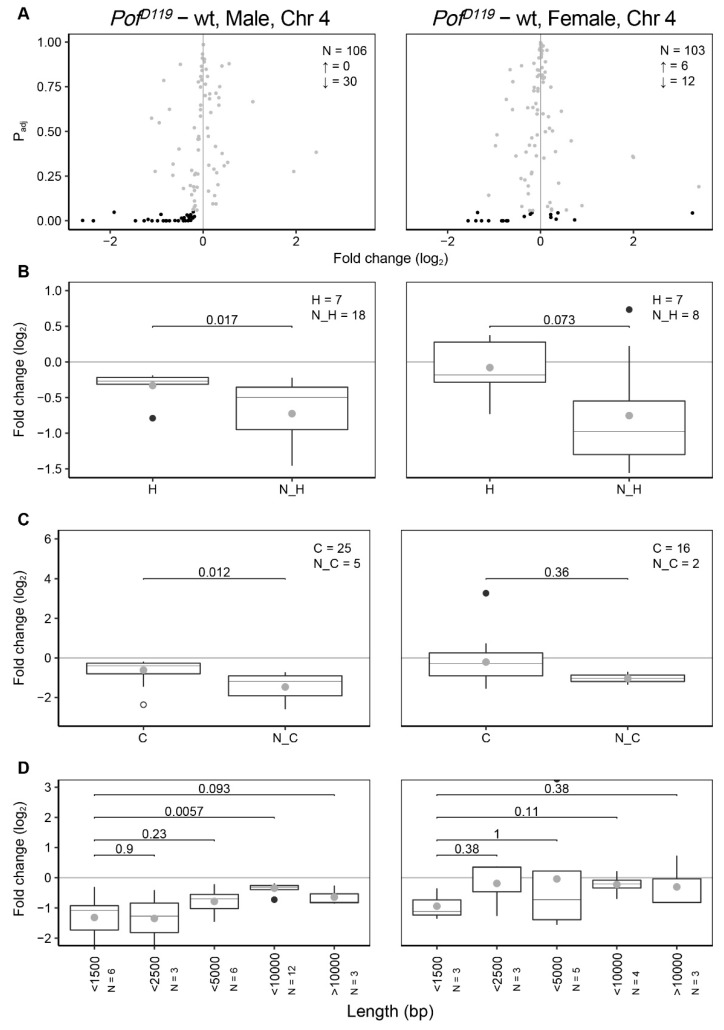
Feature analysis of significant differentially expressed genes on chromosome 4. (**A**) Differentially expressed genes on the 4th chromosome. N indicates the number of all altered genes, ↑ indicates the number of significant upregulated genes and ↓ indicates the number of significant downregulated genes. The grey dots refer to non-significant changes (*P*_adj_ > 0.05) and black dots indicate significant changes (*P*_adj_ < 0.05). (**B**) Comparison of expression ratios of housekeeping (H) and non-housekeeping (N_H) genes. (**C**) Comparison of expression ratios of coding (C) and non-coding genes (N_C). (**D**) Comparison of expression ratios of genes binned according to transcript length (bp) in which the binned transcript lengths represent the ranges 0–1500, 1500–2500, 2500–5000, 5000–10,000, and >10,000 bp, respectively. Only significant altered genes (*P*_adj_ < 0.05) were included in (**B**–**D**). The box plots display median (line), average (dot), first and third quartiles (box), highest/lowest values within 1.5 × interquartile range (whiskers), and outliers. The statistical significance was determined by the Wilcoxon signed-rank test and p-values are indicated.

**Figure 3:**
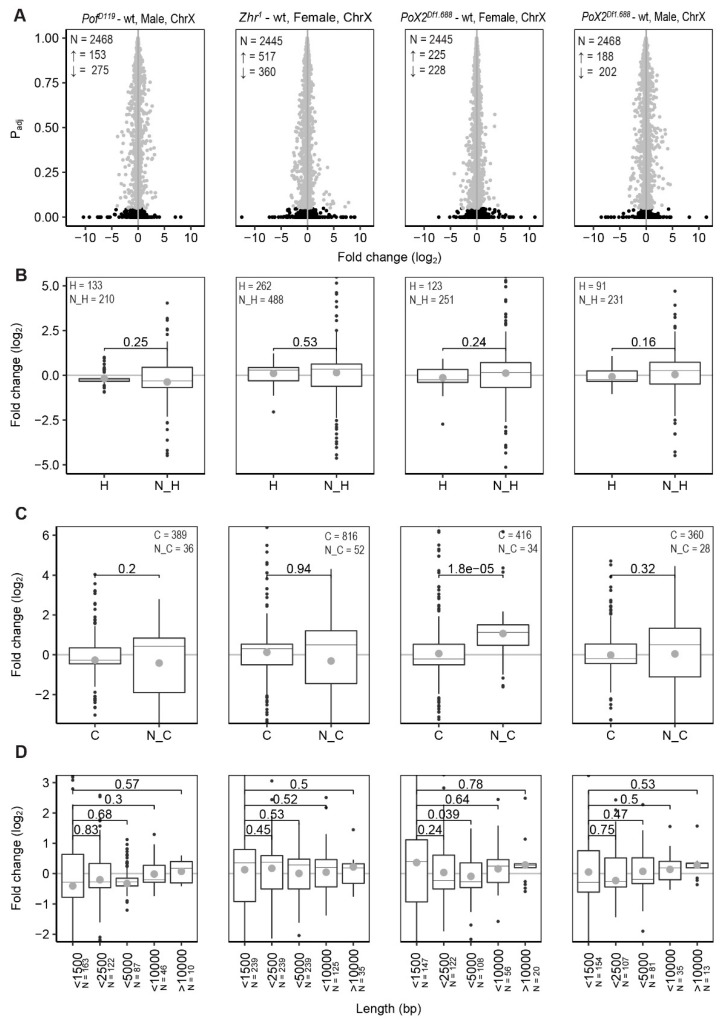
Feature analysis of significant differentially expressed genes on the X-chromosome. (**A**) Differentially expressed genes on the X-chromosome. N indicates the number of all genes, ↑ indicates the number of significant upregulated genes and ↓ indicates the number of significant downregulated genes. The grey dots refer to the non-significant changes (*P*_adj_ > 0.05) and black dots indicate significant changes (*P*_adj_ < 0.05). (**B**) Comparison of expression ratios of housekeeping (H) and non-housekeeping (N_H) genes. (**C**) Comparison of expression ratios of coding (C) and non-coding genes (N_C). (**D**) Comparison of expression ratios with genes binned according to transcript length (bp) in which the binned transcript lengths represent the ranges 0–1500, 1500–2500, 2500–5000, 5000–10,000, and >10,000 bp, respectively. Only significant altered genes (*P*_adj_ < 0.05) were included in (**B**–**D**). The box plots display median (line), average (dot), first and third quartiles (box), highest/lowest values within 1.5 × interquartile range (whiskers), and outliers. The statistical significance was determined by the Wilcoxon signed-rank test and p-values are indicated.

**Figure 4:**
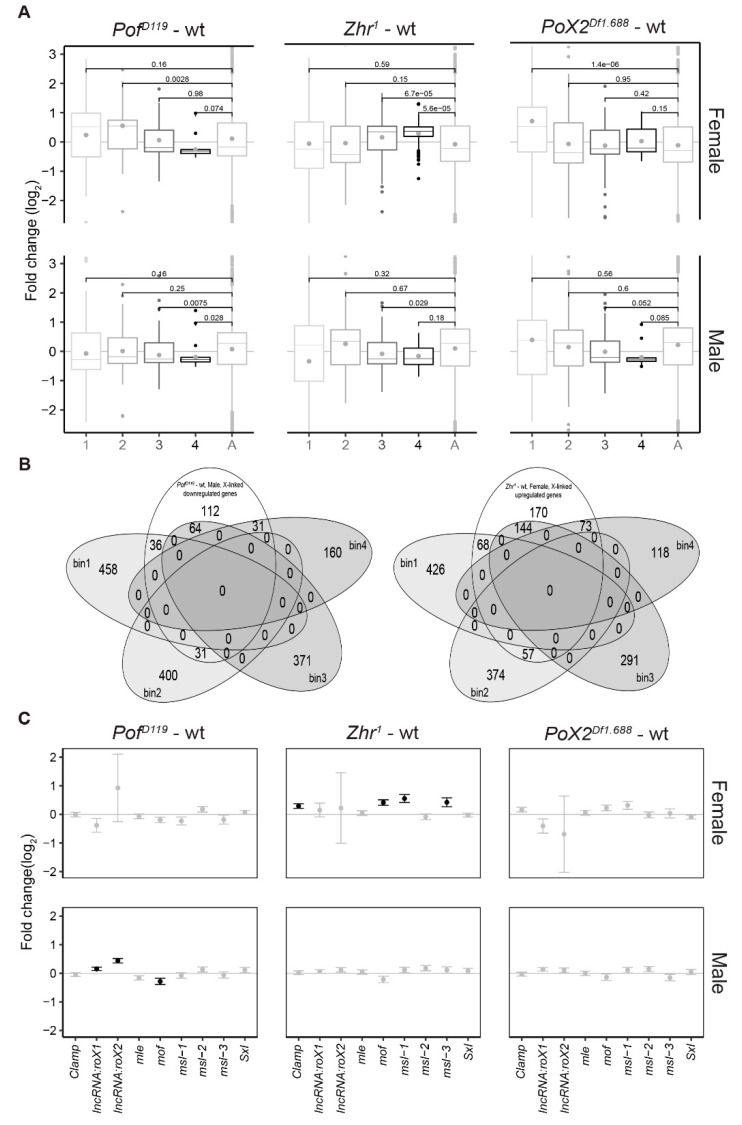
Relationship between X-chromosome specific effects and MSL (Male-Specific Lethal) binding levels. (**A**) Box plots representing average expression ratios of X-chromosomal genes binned based on their MSL binding strength (1 lowest to 4 highest). ‘A’ indicates the autosome chromosome arms combined (2L, 2R, 3L, and 3R). The MSL binding strengths from weakest to highest are shown by light grey to black, gradually. The box plots display median (line), average (dot), first and third quartiles (box), highest/lowest values within 1.5 × interquartile range (whiskers), and outliers. The statistical significance was determined by Wilcoxon signed-rank test and p-values are indicated. (**B**) Venn diagrams showing the number of downregulated genes on the X-chromosome in each MSL binding bin in *Pof^D119^*-wt males (left) and upregulated genes in *Zhr^1^*–wt females (right). (**C**) Expression analysis of the individual genes involved in the X-linked dosage compensation in the mutants versus wild type. The grey standard error bars refer to the non-significant changes (*P*_adj_ > 0.05) and black indicate significant changes (*P*_adj_ < 0.05).

**Figure 5:**
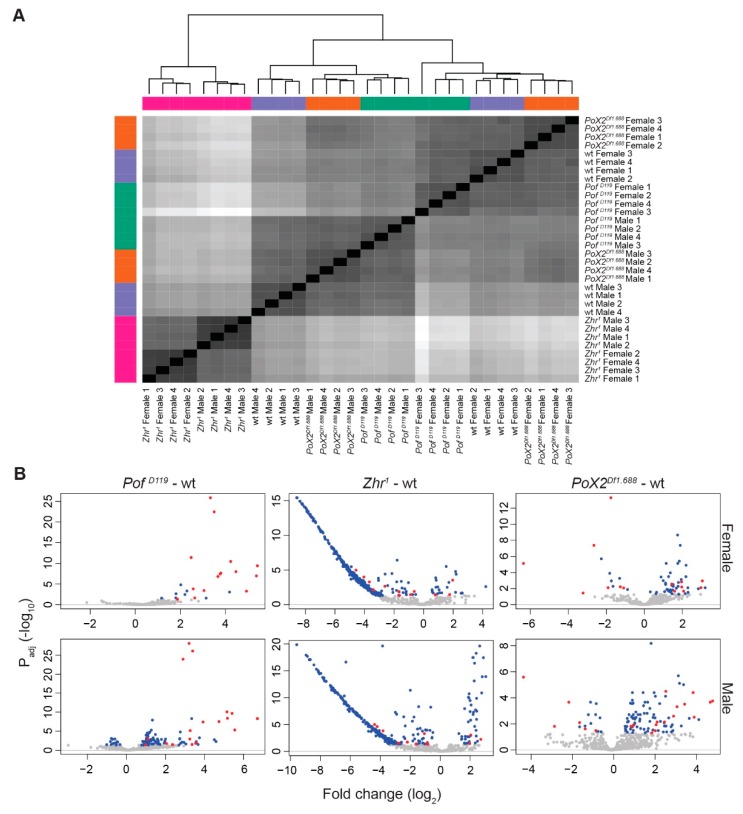
Satellites analysis in the mutants versus wild type. (**A**) Heatmap of Euclidian distances of RLT 1.688 satellite block read counts clusters the samples of *Zhr^1^* separated from *Pof^D119^* and *PoX2^Df1.688^*. (**B**) Satellite blocks on the X-chromosome are denoted in red, and satellite block on non-X-chromosomes are blue. Grey dots are non-significant hits (*P*_adj_ > 0.05). The largest difference of satellite block expression on autosomal and unclassified chromosomes is found in *Zhr^1^*.

**Figure 6:**
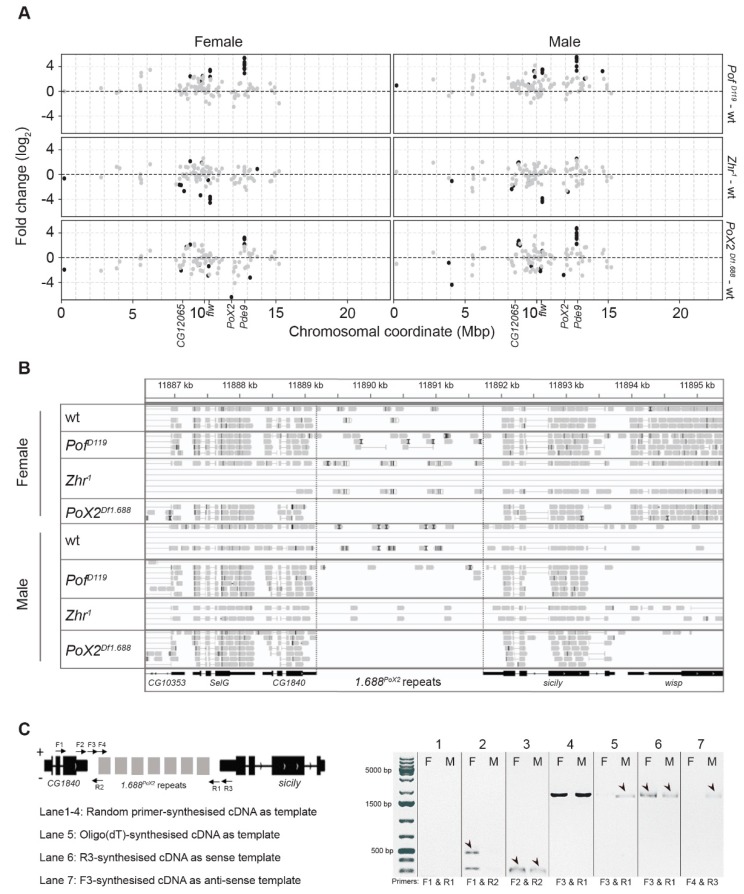
The 1.688 satellite expression analysis across the X-chromosome and at the *PoX2* locus. (**A**) Differential expression and X-chromosome distribution of 1.688 satellite blocks. Dots are coloured black if significant (*P*_adj_ ≤ 0.05) and grey otherwise. The *1.688^PoX2^* locus (indicated) is located at approximately 12 Mbp. (**B**) An Integrative Genomics Viewer screenshot with aligned reads at the *PoX2* locus in the different genotypes. Note that no reads map to the 1.688 region between *CG1840* and *sicily* in *PoX2^Df1.688^* mutant females and males. (**C**) Reverse transcription PCR using the indicated primer combinations confirm the short read-through and long non-coding RNA transcription from the 1.688 satellite at the *PoX2* site in wild type. In the gel electrophoresis panel, F and M indicate females and males, respectively.

**Figure 7:**
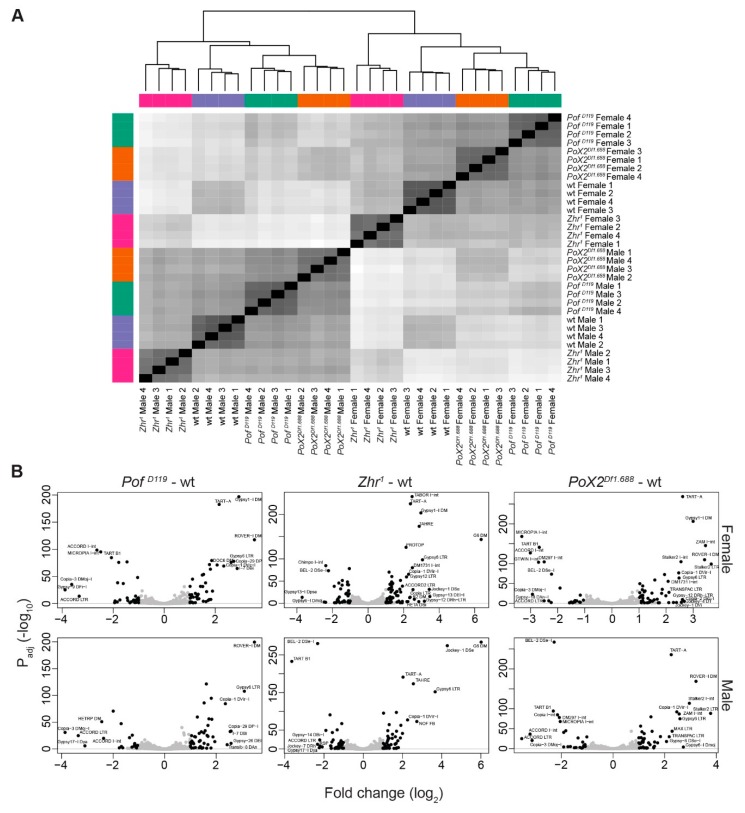
Genome-wide transposon analysis in mutants versus wild type. (**A**) Sample distance analysis based on RLT read counts of transposons cluster samples by sex and genotype. (**B**) Volcano plots of differentially expressed transposons. Transposons were predominantly de-repressed in *Zhr^1^* mutants, especially in females. Dots are coloured in black if significant (*P*_adj_ ≤ 0.05 and up/downregulation log_2_ fold change ≥ 1), otherwise grey. Labels are shown for black dots which also have up/downregulation log_2_ fold change ≥ 2. Labels were moved manually to avoid text overlaps and redundant labels were removed.

**Figure 8:**
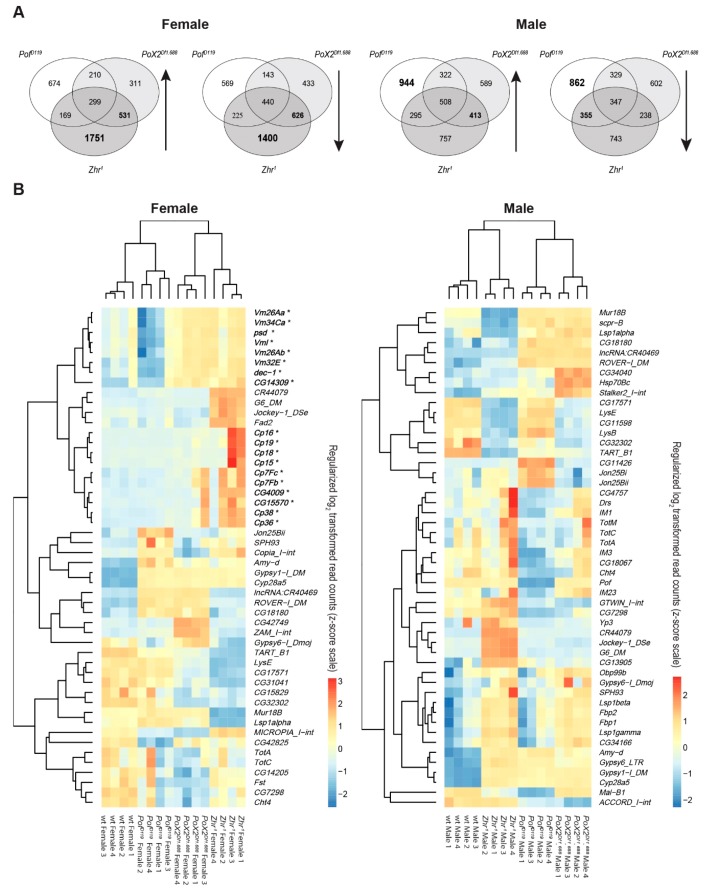
Co-regulated and most variable genes and transposons in the mutants versus wild type. (**A**) Venn diagram of co-regulated genes and transposons in the mutants versus wild type. (**B**) Heatmaps of the most variable genes and transposons in the genotypes (top 50) shows that several upregulated genes in *Zhr^1^* females are involved in eggshell formation (in bold, indicated by *).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/2/323/s1, Supplementary Figure S1: Significant differentially expressed genes on the 4th chromosome in the mutants versus wild-type. Figure S2: Significant differentially expressed genes on the X-chromosome in mutants versus wild-type. Figure S3: Expression ratio analysis of significantly altered X-linked genes according to distance from HAS and pionX sites. Figure S4: Significant differential expression of transposons per chromosome in the mutants versus wild-type. Supplementary Table S1: PCR primers used in RT-PCR. Table S2: Gene Ontology enrichment analysis for up-regulated genes. Table S3: Gene Ontology enrichment analysis for down-regulated genes. Supplementary File 1: 1.688 satellite sequences used in BLAST. Supplementary File 2: Identified 1.688 sequence blocks. Supplementary File 3: X-chromosome genes divided into four bins based on their binding strength with the MSL complex.

How the deposited data were processed for this re-analysis (not part of the article)

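Whole adult flies of wild type, *Pof D119*, *Zhr1* and *PoX2 Df1.688*, males and virgin females, were measured by RNA-seq in 4 samples per sex and genotype, 32 libraries in all. Each sample pooled 10 flies, 3 of 6–8 h, 4 of 14–16 h and 3 of 22–24 h after hatching, and libraries were depleted of ribosomal RNA and sequenced as paired reads of 125 bp. The wild type was Oregon R and the stocks were not made isogenic, so differences of strain background are part of every comparison.

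The deposited values are counts made by the authors. Reads were trimmed with Trimmomatic 0.36, ribosomal reads were removed with SortMeRNA 2.1b, and the rest were aligned with STAR 2.5.4b to release 6.13 with up to 10 places per read, and counted with featureCounts 1.6.3. Gene counts are read pairs with both mates aligned, with reads of several places or several genes left out. Block counts are single reads, with each place of a read counted in full. Repeat counts are read pairs with each place counted, by RepeatMasker 4.0.7 name, summed over copies. None of the counts use strand. The authors' satellite blocks come from BLAST hits merged within 20 bp and at least 269 bp long.

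Tables hold 17490 genes, of which 17288 are in the annotation used here, 652 blocks and 1152 repeat names. Of the names 22 were left out because they are satellites, low-complexity sequence or ribosomal and transfer RNA, which leaves 1130. The largest 10 genes hold 9.69–16.9% of the gene counts of a library. Median depth is largest in wild type in both sexes, although single *Pof D119* libraries are deeper than some of wild type.

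R 4.3.3 was used with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Each sex was fitted on its own over 16 libraries. Features passing filterByExpr were scaled with TMM and tested with the quasi-likelihood F test of edgeR for each mutant against wild type of the same sex, 6 comparisons in all, two-sided, and p was adjusted after Benjamini and Hochberg over the features tested, with 0.05 as threshold. SE of a log_2_ fold change is its absolute value divided by the square root of F. Block and repeat tables use the library sizes and factors of the gene table. CPM of single genes use TMM-scaled library sizes, and an exact permutation test of the CPM of 4 against 4 libraries is given beside the edgeR p of genes described one by one. Blocks of an intron are those overlapping the host gene from the first on, with gaps under 1000 bp.

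Chromosome, bin and class tests of called genes permute ranks 100000 times (10000 for alternatives), or go through all arrangements where groups are small, and give the difference of means as effect. Adjustment covers 12 chromosome comparisons, 24 bin comparisons, 30 X classes and 8 chromosome 4 classes. Library values are means of log_2_ CPM with a prior count of 2. Sets of 4 against 4 libraries are compared over all 35 groupings, so that no p below 0.0286 is possible. Over the 12 chromosome comparisons 0.0686 is the smallest adjusted p found, which depends on how many comparisons reach 0.0286. With 1 library left out, groups of unequal size can give a p above 0.05 although mutant and wild type stay fully separated. Sums of blocks had 0.5 counts added. In a test on simulated counts with known changes, 180 of 200 changed genes were found in females and 195 in males, with 9 and 4 false calls, and 83 and 79 of 200 changed blocks, so changes of single blocks are often missed.

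Alternatives fixed before the data were examined were DESeq2, other scaling, other filters, fold change limits, all tested genes, the median over genes, summed counts, subtraction of trends, a replicate block, 1 library left out and others given with the sensitivity of the results. A further 4 were added after the first results, namely separate sums for placed and unplaced blocks, autosomal genes matched on the female to male ratio, thinned counts and female-specific genes in wild-type males.

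Named genes are those the paper names, the target, and in each comparison the called genes with the largest change either way. A change from a group with 3 counts or fewer in each library is given as at least so many fold. Marker lists were larval fat body, late chorion, early chorion, vitelline membrane, yolk protein, female germline, testis, accessory gland, Y-linked, stress and immune, heat shock and piRNA pathway genes, and from the paper the MSL complex and its partners, chorion, vitelline and other eggshell genes, genes near satellite blocks and *Pof*. Of 119 entries 118 were matched, and *Dpt* was not. Gene ontology, polytene staining, binding profiles, strand and single transposon copies were not analysed here.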

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

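Tests of Y-linked reads, yolk protein genes, placed and unplaced blocks, neighbouring blocks, eggshell stages, mitochondrial reads, correlation between mutants and genes called in common were chosen after the results were seen, and so were matching on the female to male ratio and thinning as the ways to test ovary RNA and depth, and the others before.

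Single libraries stand apart from the other 3 of their group in 22 of 240 groups, where 12 would do so by chance. Wild-type male replicate 2 has yolk protein genes at 6.68 (mean log_2_ CPM) where the others are at 0.49 to 0.95, and female germline genes at 3.16 against 2.54 to 2.59. A female fly among the males is a possible explanation. Yolk genes reach 7.36% of the level of wild-type females, but 19 other female-specific genes reach 0.778% at the median and the female germline list −2.48%, so that a female fly cannot be told apart from yolk gene expression in males, since the amount differs by gene. Wild-type male replicate 1 has bin 3 at 0.81 (others 0.88 to 0.89).

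Eggshell genes vary between females of a group. *Zhr1* female replicate 4 has early chorion genes at −1.56 (others 5.63 to 6.17) and other eggshell genes at 1.46 (5.72 to 6.48), and replicate 2 has vitelline membrane genes at 6.69 (8.24 to 8.46) and those of the paper at 6.47 (8.07 to 8.32). Other eggshell genes are at 1.63 in wild-type replicate 1 (others −0.53 to −0.27) and at 2.26 in *Pof D119* replicate 3 (−1.26 to −0.82). More advanced egg chambers in some samples may explain the eggshell genes in *Zhr1* females, since late chorion genes exceed wild type in 4 of 4 libraries, with replicate 4 near the floor, which leaves it open. A larger share of ovary RNA does not explain them, as the female germline list rose by 0.87 only and the eggshell genes by 4.25.

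*Zhr1* male replicate 2 has vitelline membrane genes at 1.32 (others −1.58 to −1.31), those of the paper at 1.06 (−1.91 to −1.55), chorion genes at 0.22 (−1.995 to −1.72) and the 18 eggshell genes at 0.53 (−1.88 to −1.53). Replicate 3 of the same group has accessory gland genes at 7.81 (8.08 to 8.13) and piRNA pathway genes at 1.75 (2.08 to 2.14). In females of *Zhr1* replicate 3 has the MSL complex list at 4.70 (4.32 to 4.34). *PoX2 Df1.688* female replicate 3 has chromosome 4 at 1.43 (1.61 to 1.64) and *Pof* at 3.98 (3.60 to 3.64), and replicate 2 has Y-linked genes at −3.32 (others −3.40). In *PoX2 Df1.688* males replicate 2 has bin 2 at 0.165 (0.20 to 0.21). *Pof D119* female replicate 3 has heat shock genes at −0.66 (1.14 to 1.41), and *Pof D119* male replicate 2 has *Pof* at 3.68 (3.49 to 3.52).

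Marker lists moved as well. Larval fat body genes were higher in *Pof D119* females (1.19) and *PoX2 Df1.688* males (2.79), which depends on age after hatching. Female germline genes were higher in *Zhr1* (0.87) and *PoX2 Df1.688* (0.67) females and piRNA pathway genes in *Zhr1* females (0.49). For genes upregulated in females of both mutants the paper reports enrichment of female gamete generation. Accessory gland genes were higher in males of *Pof D119* (0.66), *Zhr1* (0.48) and *PoX2 Df1.688* (0.36), and heat shock genes in *PoX2 Df1.688* males (1.90). Y-linked genes were higher in *Zhr1* females (0.60) and males (0.34). The smallest adjusted p over these lists was 0.114.

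Y-linked genes had 713, 680, 619 and 613 counts in *Zhr1* females, 47 to 53 in wild-type females, 53 to 86 in *Pof D119* females and 5 to 13 in *PoX2 Df1.688* females. Male flies in the samples are unlikely, since accessory gland genes are at −0.0383% of the level of *Zhr1* males after subtracting other females, where the Y-linked list is at 0.691%. RNA of testis or males does not bring the reads of the 27 *Su(Ste)* copies, 2296 in *Zhr1* females and 456 in *Zhr1* males, at 523% of the male level. The other Y genes are at 1.64% and testis genes at 1.99%, but a uniform share of testis RNA does not explain all of these Y genes. In *Zhr1* females and males *kl-5* had 2 and 3050 counts, *ARY* 2 and 1055, *Pp1-Y2* 2 and 825, and *CCY* 0 and 729, far below such a share. By contrast *kl-2* had 42 and 2292, *kl-3* 26 and 2390, and *Mst77Y-7* 45 and 1625. For the latter genes RNA of testis cannot be told apart from Y sequence in the females. Misplaced reads of other chromosomes are unlikely if their source is present and expressed alike in every stock, as other females reach at most 86. A source particular to the *Zhr1* stock was not tested. *Su(Ste):CR42430* makes up 1796 of the counts, or 68.4%, and had 0 in other females, so Y sequence in the genome of the *Zhr1* stock is a candidate explanation that was not tested.

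The effect on X differed between sexes in *Zhr1* (−0.094) and in *PoX2 Df1.688* (−0.095). For *Zhr1* females the X effect was 0.070 with autosomal genes matched on the female to male ratio, 0.090 with thinned counts and 0.099 with trends of length and expression subtracted, so none of ovary RNA, depth or gene length removes it. For *Pof D119* males the values were −0.042 with the matched genes, −0.062 with thinned counts, −0.055 with trends subtracted and −0.066 without wild-type replicate 2, which carries the yolk signal. Chromosome 4 in *PoX2 Df1.688* females was at 0.147 with matched genes and 0.134 with thinned counts, and ovary RNA and depth cannot be told apart from an effect of the deletion, since the p of 0.0857 leaves the effect itself open.

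Regrouping the libraries in 35 ways gave as many calls for 1 grouping only, the true one, in each of the 24 numbers of changed genes, blocks and transposons.

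Reads of the deleted array placed on unassigned scaffolds are a possible explanation for the loss of blocks outside X in *Zhr1* females. It cannot be told apart from an effect on blocks elsewhere, since the sum of blocks on 2L, 2R and 3L changed by 0.44 with exact p = 0.0857, and 13 of them were upregulated and 15 downregulated. Reads counted at several blocks could explain why the 9 blocks of the *Pde9* intron change together, with a median correlation within groups of 0.260 against 0.005 among X blocks, and this cannot be told apart from transcription of the whole array, since the counts do not keep the reads.

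Whether upregulation of *Clamp*, *mof*, *msl-1* and *msl-3* in *Zhr1* females comes from ovary RNA stays open. Among autosomal genes with a similar female to male ratio they rank between the 81.7th and 87.8th percentile, with 0 of the 4 beyond the 95th. That rank cannot decide it, since it is high in either case and the matching is loose. The matched sets of *Clamp*, *mof* and *msl-3* hold 5739, 5687 and 5875 genes. Mitochondrial reads were 3.25% of gene counts in wild-type females and 7.86%, 6.64% and 6.39% in *Pof D119*, *Zhr1* and *PoX2 Df1.688* females, and 3.44%, 6.93%, 6.42% and 5.88% in males. Library batch is a possible explanation, since mitochondrial ribosomal RNA, which depends on depletion, rose by 0.96 to 1.56 and protein-coding mitochondrial genes by 0.676 at the median of the 6 comparisons, from 0.03 in *Zhr1* females (exact p = 0.83) to 0.79 in *Pof D119* females. It cannot be told apart from genotype, since no batch is named for any library.

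Shared wild-type libraries could make fold changes of the mutants correlate. Between *Zhr1* and *PoX2 Df1.688* the lower correlation of the sexes, 0.526, exceeds every simulated correlation of unchanged mutants that share controls. Correlations with *Pof D119*, at most 0.467, stay below the highest simulated. Those simulated mutants had at most 1 gene called, so their fold changes are noise only, unlike those of the real mutants. For *Pof D119* the correlations therefore decide nothing. Genes called in the same direction in both mutants number 737 to 1528 in a pair, at least 3.09 times the most found in 20 simulations of mutants with unrelated changes against the same controls (141 to 332), so shared controls alone do not produce them. Simulated mutants with unrelated changes had fewer calls than the real ones, for example a median of 1334 for *Pof D119* females in place of 1967. A difference of the wild-type stock from all 3 mutants stays open, as untested.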

How the results depend on the processing

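Alternatives for which blocks on 2L, 2R, 3L and unplaced scaffolds are summed apart, autosomal genes are matched on the female to male ratio, and counts are thinned were chosen after the first results had been seen, and all others before the data were examined. In each comparison, main results kept their side of the threshold and direction in 1645 values, reversed in 105, passed the threshold newly in 55, no longer passed it in 61 and moved by more than 1.5 times in 73. Values for the marker lists stayed in 805 cases, reversed in 57, newly passed in 20 and no longer passed in 42. Library values under a replicate block count as kept in these numbers because that setting cannot change them. For any of the changes the cause was not tested. Settings without any change were DESeq2 size factors within edgeR, all 32 libraries in 1 fit, a minimum of 50 counts, average linkage, log_2_ CPM distances, library sizes of the gene table and genes kept in both sexes.

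Under a limit of 1 on the log_2_ fold change numbers moved as called genes went to 535 in *Pof D119* females (from 1967), 1045 in *Zhr1* females (from 4903) and 715 in *PoX2 Df1.688* females (from 2319). Called genes went to 783 in *Pof D119* males (from 3402), 930 in *Zhr1* males (from 3097) and 796 in *PoX2 Df1.688* males (from 2824). Of higher transcripts in females it left *Pof D119* only 214 of 524, *Zhr1* only 300 of 1659, *PoX2 Df1.688* only 145 of 285, *Pof D119* and *Zhr1* 40 of 140, *Pof D119* and *PoX2 Df1.688* 54 of 146, *Zhr1* and *PoX2 Df1.688* 103 of 480, all 3 75 of 218. Of lower transcripts in females it left *Pof D119* only 91 of 404, *Zhr1* only 364 of 1441, *PoX2 Df1.688* only 187 of 323, *Pof D119* and *Zhr1* 53 of 205, *Pof D119* and *PoX2 Df1.688* 20 of 86, *Zhr1* and *PoX2 Df1.688* 149 of 543, all 3 68 of 324. Of higher transcripts in males it left *Pof D119* only 214 of 885, *Zhr1* only 279 of 679, *PoX2 Df1.688* only 201 of 528, *Pof D119* and *Zhr1* 64 of 280, *Pof D119* and *PoX2 Df1.688* 82 of 294, *Zhr1* and *PoX2 Df1.688* 149 of 368, all 3 126 of 434. Of lower transcripts in males it left *Pof D119* only 195 of 742, *Zhr1* only 217 of 643, *PoX2 Df1.688* only 146 of 522, *Pof D119* and *Zhr1* 54 of 292, *Pof D119* and *PoX2 Df1.688* 51 of 277, *Zhr1* and *PoX2 Df1.688* 62 of 221, all 3 66 of 267.

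Under DESeq2 signs reversed as chromosome 4 genes under 1500 bp minus those of 2500–5000 bp went to −0.90 in *Pof D119* females (from 0.49), and the list of piRNA pathway genes to 0.0030 in *Pof D119* females (from −0.0030), and chromosome 4 (called genes) to 0.093 in *Zhr1* females (from −0.029). Bin 2 (called genes) went to 0.036 in *Zhr1* females (from −0.028) and 0.010 in *PoX2 Df1.688* females (from −0.014). X non-coding minus coding went to −0.43 in *Zhr1* females (from 0.12) and −0.050 in *PoX2 Df1.688* males (from 0.0011). Under DESeq2 the threshold was newly passed as bin 2 (called genes) went to 0.44 in *Pof D119* females (from 0.29), and bin 3 (called genes) to −0.20 in *Pof D119* males (from −0.14), and chromosome 4 non-coding minus coding to −0.85 in *Pof D119* males (from −0.84). Chromosome 4 genes under 1500 bp minus those of 5000–10000 bp went to −0.97 in *Pof D119* males (from −0.90), and X (called genes) to −0.22 in *PoX2 Df1.688* males (from −0.21). Under DESeq2 the threshold was no longer passed as X non-coding minus coding went to 0.071 in *Pof D119* males (from 0.26). Under DESeq2 numbers moved as the number of changed satellite blocks outside X went to 8 in *Pof D119* females (from 25), 45 in *PoX2 Df1.688* females (from 283) and 100 in *PoX2 Df1.688* males (from 225). The number of changed satellite blocks on X went to 17 in *PoX2 Df1.688* females (from 32), and X length class comparisons under the threshold to 0 (from 1), and the number of changed dosage compensation genes to 3 in *Pof D119* males (from 1).

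Under scaling on the table itself numbers moved as the number of changed satellite blocks outside X went to 7 in *Pof D119* females (from 25), 49 in *PoX2 Df1.688* females (from 283) and 95 in *PoX2 Df1.688* males (from 225). The number of changed satellite blocks on X went to 18 in *PoX2 Df1.688* females (from 32). Under no minimum fold change numbers moved as called transposons went to 267 in *Pof D119* females (from 80), 235 in *Zhr1* females (from 107) and 225 in *PoX2 Df1.688* females (from 86). Called transposons went to 185 in *Pof D119* males (from 69), 219 in *Zhr1* males (from 87) and 194 in *PoX2 Df1.688* males (from 87).

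Under dropping called genes beyond a log_2_ fold change of 2 signs reversed as X (called genes) went to 0.073 in *Pof D119* females (from −0.083), and bin 3 (called genes) to 0.039 in *Pof D119* females (from −0.016) and 0.083 in *PoX2 Df1.688* females (from −0.014). Bin 1 (called genes) went to −0.020 in *Zhr1* females (from 0.25) and −0.0091 in *PoX2 Df1.688* males (from 0.19). Bin 2 (called genes) went to 0.0046 in *PoX2 Df1.688* females (from −0.014) and −0.015 in *Zhr1* males (from 0.22), and chromosome 4 genes under 1500 bp minus those of 2500–5000 bp to 0.076 in *Pof D119* males (from −0.35). X non-coding minus coding went to 0.37 in *Zhr1* males (from −0.31). Under dropping called genes beyond a log_2_ fold change of 2 the threshold was newly passed as bin 2 (called genes) went to 0.33 in *Pof D119* females (from 0.29), and bin 3 (called genes) to −0.20 in *Pof D119* males (from −0.14). Under dropping called genes beyond a log_2_ fold change of 2 numbers moved as X length class comparisons under the threshold went to 0 (from 1).

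Under the median over genes signs reversed as X (library values) went to 0.015 in *Pof D119* females (from −0.016) and 0.0033 in *Zhr1* males (from −8.73e-06), and bin 2 (library values) to 0.044 in *Pof D119* males (from −0.036). Bin 3 (library values) went to 0.015 in *Zhr1* males (from −0.054) and 0.0043 in *PoX2 Df1.688* males (from −0.052). Under the median over genes the threshold was newly passed as bin 1 (library values) went to 0.25 in *Pof D119* females (from 0.070), 0.24 in *Zhr1* females (from 0.085) and −0.087 in *Zhr1* males (from −0.017). Bin 4 (library values) went to 0.12 in *PoX2 Df1.688* females (from 0.082), and bin 3 (library values) to −0.062 in *Pof D119* males (from −0.070). Under the median over genes the threshold was no longer passed as bin 3 (library values) went to 0.089 in *Zhr1* females (from 0.16), and X (library values) to −0.028 in *Pof D119* males (from −0.064) and −0.027 in *PoX2 Df1.688* males (from −0.030). Bin 4 (library values) went to −0.11 in *Pof D119* males (from −0.11) and −0.11 in *PoX2 Df1.688* males (from −0.079).

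Under the log_2_ of summed counts signs reversed as chromosome 4 (library values) went to 0.18 in *Pof D119* females (from −0.14) and 0.043 in *Pof D119* males (from −0.25). Bin 1 (library values) went to −0.015 in *Pof D119* males (from 0.012) and −0.027 in *PoX2 Df1.688* males (from 0.034). Bin 2 (library values) went to −0.033 in *Zhr1* males (from 0.044) and −0.018 in *PoX2 Df1.688* males (from 0.035). Under the log_2_ of summed counts the threshold was newly passed as chromosome 4 (library values) went to 0.18 in *PoX2 Df1.688* females (from 0.15), and bin 3 (library values) to −0.027 in *Zhr1* males (from −0.054). Under the log_2_ of summed counts the threshold was no longer passed as X (library values) went to 0.022 in *PoX2 Df1.688* females (from 0.064) and −0.012 in *PoX2 Df1.688* males (from −0.030). Bin 4 (library values) went to −0.067 in *Zhr1* males (from −0.083) and −0.069 in *PoX2 Df1.688* males (from −0.079).

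Under all tested genes signs reversed as chromosome 4 genes under 1500 bp minus those of 2500–5000 bp went to −0.086 in *Pof D119* females (from 0.49), and bin 2 (called genes) to 0.0061 in *PoX2 Df1.688* females (from −0.014) and 0.0069 in *PoX2 Df1.688* males (from −0.038). Bin 3 (called genes) went to 0.025 in *PoX2 Df1.688* females (from −0.014), and X non-coding minus coding to 0.0015 in *Zhr1* males (from −0.31). Under all tested genes the threshold was newly passed as bin 1 (called genes) went to 0.074 in *Pof D119* females (from 0.29), and bin 2 (called genes) to 0.038 in *Pof D119* females (from 0.29) and −0.052 in *Zhr1* females (from −0.028). Bin 3 (called genes) went to −0.052 in *Pof D119* females (from −0.016), −0.072 in *Pof D119* males (from −0.14) and −0.059 in *Zhr1* males (from −0.18). Bin 3 (called genes) went to −0.061 in *PoX2 Df1.688* males (from −0.17). Bin 4 (called genes) went to −0.13 in *Pof D119* females (from −0.36), 0.064 in *PoX2 Df1.688* females (from 0.19) and −0.11 in *Pof D119* males (from −0.27). Bin 4 (called genes) went to −0.085 in *Zhr1* males (from −0.25) and −0.087 in *PoX2 Df1.688* males (from −0.38). Chromosome 4 (called genes) went to 0.14 in *PoX2 Df1.688* females (from 0.40), 0.081 in *Zhr1* males (from 0.15) and 0.073 in *PoX2 Df1.688* males (from 0.041). X (called genes) went to −0.050 in *PoX2 Df1.688* males (from −0.21). Under all tested genes numbers moved as X length class comparisons under the threshold went to 10 (from 1).

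Under only the 8 libraries compared signs reversed as bin 3 (called genes) went to 0.027 in *Pof D119* females (from −0.016) and 0.049 in *PoX2 Df1.688* females (from −0.014), and chromosome 4 genes under 1500 bp minus those of 2500–5000 bp to −0.0034 in *Pof D119* females (from 0.49). Bin 2 (called genes) went to 0.0021 in *Zhr1* females (from −0.028), 0.0053 in *PoX2 Df1.688* females (from −0.014) and 0.024 in *Pof D119* males (from −0.16). Bin 1 (called genes) went to 0.0012 in *Pof D119* males (from −0.14), and X non-coding minus coding to −0.21 in *PoX2 Df1.688* males (from 0.0011). Under only the 8 libraries compared the threshold was no longer passed as X non-coding minus coding went to 0.12 in *Pof D119* males (from 0.26). Under only the 8 libraries compared numbers moved as X length class comparisons under the threshold went to 0 (from 1).

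Under TMM-scaled library sizes signs reversed as the block sum on X went to −0.045 in *Zhr1* females (from 0.067), and the block sum outside X to 0.015 in *Pof D119* males (from −0.048). Under TMM-scaled library sizes the threshold was newly passed as the block sum outside X went to 0.41 in *Pof D119* females (from 0.30). Under TMM-scaled library sizes the threshold was no longer passed as the block sum on X went to 0.26 in *Zhr1* males (from 0.21).

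Under the median over a list signs reversed as eggshell genes (library values) went to 0.27 in *Pof D119* females (from −0.97), and the list of stress and immune genes to −0.30 in *Pof D119* females (from 0.28), and the list of larval fat body genes to 1.08 in *Zhr1* females (from −0.67). The list of accessory gland genes went to 0.16 in *Zhr1* females (from −0.034), and the list of heat shock genes to 0.21 in *Zhr1* females (from −0.20), and the list of female germline genes to −0.21 in *Zhr1* males (from 0.061). The list of piRNA pathway genes went to −0.29 in *Zhr1* males (from 0.055), and the list of early chorion genes to −0.022 in *PoX2 Df1.688* males (from 0.10), and the list of testis genes to −0.0066 in *PoX2 Df1.688* males (from 0.11). Under the median over a list the threshold was no longer passed as eggshell genes (library values) went to 5.76 in *Zhr1* females (from 4.25).

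Under no filter beyond 1 count signs reversed as chromosome 4 (library values) went to 0.040 in *Zhr1* females (from −0.021), and bin 2 (library values) to −0.0097 in *PoX2 Df1.688* females (from 0.0097). Bin 1 (library values) went to −0.0059 in *Pof D119* males (from 0.012) and −0.0073 in *PoX2 Df1.688* males (from 0.034), and X (library values) to 0.0030 in *Zhr1* males (from −8.73e-06). Under no filter beyond 1 count the threshold was newly passed as chromosome 4 (library values) went to 0.16 in *PoX2 Df1.688* females (from 0.15).

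Under subtracting trends of expression level and length signs reversed as chromosome 4 (library values) went to 0.024 in *Zhr1* females (from −0.021), and bin 1 (library values) to −0.013 in *Pof D119* males (from 0.012), and X (library values) to 0.0067 in *Zhr1* males (from −8.73e-06). Under subtracting trends of expression level and length the threshold was newly passed as bin 1 (library values) went to 0.12 in *Zhr1* females (from 0.085), and chromosome 4 (library values) to 0.16 in *PoX2 Df1.688* females (from 0.15), and bin 2 (library values) to 0.038 in *PoX2 Df1.688* males (from 0.035).

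Under leaving out genes beyond a log_2_ fold change of 2 signs reversed as bin 1 (library values) went to −0.0047 in *Zhr1* females (from 0.085), −0.0096 in *Pof D119* males (from 0.012) and 0.013 in *Zhr1* males (from −0.017). Bin 1 (library values) went to −0.00078 in *PoX2 Df1.688* males (from 0.034). Under leaving out genes beyond a log_2_ fold change of 2 the threshold was no longer passed as X (library values) went to −0.016 in *PoX2 Df1.688* males (from −0.030). Under a filter of 10 counts in every library the threshold was newly passed as bin 2 (library values) went to −0.10 in *Zhr1* females (from −0.064). Bin 3 (library values) went to −0.078 in *Pof D119* males (from −0.070), −0.074 in *Zhr1* males (from −0.054) and −0.060 in *PoX2 Df1.688* males (from −0.052). Under a filter of 10 counts in every library the threshold was no longer passed as X (library values) went to −0.021 in *PoX2 Df1.688* males (from −0.030).

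Under the mean over blocks signs reversed as the block sum outside X went to 0.35 in *Pof D119* males (from −0.048), and the block sum on 2L, 2R and 3L to −0.19 in *Zhr1* males (from 0.81). Under the mean over blocks the threshold was newly passed as the block sum outside X went to −1.32 in *Zhr1* males (from −0.16). Under a prior count of 0.5 signs reversed as X (library values) went to 0.0039 in *Zhr1* males (from −8.73e-06). Under autosomal genes matched on the wild-type female to male ratio signs reversed as X (library values) went to 0.021 in *Pof D119* females (from −0.016), and chromosome 4 (library values) to 0.045 in *Zhr1* females (from −0.021). Under autosomal genes matched on the wild-type female to male ratio the threshold was newly passed as chromosome 4 (library values) went to −0.16 in *Pof D119* females (from −0.14). Under autosomal genes matched on the wild-type female to male ratio the threshold was no longer passed as X (library values) went to −0.037 in *PoX2 Df1.688* males (from −0.030).

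Under counts thinned to the smallest library signs reversed as X (library values) went to 0.00050 in *Zhr1* males (from −8.73e-06). Under keeping the 1000 most variable features numbers moved as clusters of a single group went to 3 (from 8).

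Under a replicate block signs reversed as bin 3 (called genes) went to 0.011 in *Pof D119* females (from −0.016) and 0.016 in *PoX2 Df1.688* females (from −0.014), and bin 2 (called genes) to 0.014 in *PoX2 Df1.688* males (from −0.038). Under a replicate block the threshold was newly passed as bin 2 (called genes) went to 0.37 in *Pof D119* females (from 0.29). Under a replicate block the threshold was no longer passed as X non-coding minus coding went to 0.19 in *Pof D119* males (from 0.26). Under a replicate block numbers moved as the number of changed satellite blocks outside X went to 16 in *Pof D119* females (from 25), and X length class comparisons under the threshold to 0 (from 1). Replicate numbers do not pair the samples, since the median correlation of residuals between libraries of the same number was −0.008 in females and 0.017 in males, so the replicate block was used only here. It left 128 main values as they were. Library values among these could not change, since pairing leaves their mean difference the same. A sign-flip test of 4 pairs cannot give a p below 0.125, so their threshold was not judged.

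Leaving out 1 library at a time gave at most 8 fits per result. It left 947 main values as they were, reversed 43, moved 17, brought 13 under the threshold and took 44 over it. Some library values went over only because the groups became unequal in size, with mutant and wild type still fully separated. Ranges over the 8 fits follow, or over fewer where stated, with the number of fits that changed. The number of changed satellite blocks outside X ranged over 14 to 27 in *Pof D119* females (4 moved). Chromosome 4 (called genes) ranged over −1.18 to −0.41 in *Pof D119* females (1 over) and −0.13 to 0.064 in *Zhr1* females (1 reversed). Chromosome 4 (called genes) also ranged over −0.14 to 0.38 in *PoX2 Df1.688* males (1 reversed). Bin 1 (called genes) ranged over −0.0092 to 0.34 in *Pof D119* females (1 reversed). Bin 2 (called genes) ranged over 0.21 to 0.54 in *Pof D119* females (1 newly under) and −0.14 to 0.050 in *PoX2 Df1.688* females (3 reversed). Bin 2 (called genes) also ranged over −0.28 to 0.087 in *Pof D119* males (1 reversed) and −0.20 to 0.094 in *PoX2 Df1.688* males (2 reversed). Bin 3 (called genes) ranged over −0.11 to 0.081 in *Pof D119* females (3 reversed) and −0.14 to 0.068 in *PoX2 Df1.688* females (4 reversed). Bin 3 (called genes) also ranged over −0.22 to −0.067 in *Pof D119* males (1 newly under). Bin 4 (library values) ranged over −0.17 to −0.081 in *Pof D119* females (1 newly under) and 0.20 to 0.25 in *Zhr1* females (4 over).

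Bin 4 (library values) also ranged over −0.10 to −0.070 in *Zhr1* males (4 over) and −0.092 to −0.068 in *PoX2 Df1.688* males (4 over). Chromosome 4 genes under 1500 bp minus those of 1500–2500 bp ranged over −0.26 to 0.27 in *Pof D119* females (2 fits, 1 reversed) and −0.27 to 0.35 in *Pof D119* males (3 reversed). Chromosome 4 genes under 1500 bp minus those of over 10000 bp ranged over −0.47 to 0.80 in *Pof D119* females (3 fits, 2 reversed). The list of late chorion genes ranged over −0.15 to 0.034 in *Pof D119* females (2 reversed). The list of female germline genes ranged over −0.45 to 0.0087 in *Pof D119* females (1 reversed) and −0.17 to 0.034 in *Pof D119* males (1 reversed). The list of female germline genes also ranged over −0.0042 to 0.21 in *Zhr1* males (1 reversed). The list of Y-linked genes ranged over −0.025 to 0.067 in *Pof D119* females (2 reversed). The list of stress and immune genes ranged over −0.45 to 0.72 in *Pof D119* females (1 reversed) and −0.22 to 1.12 in *Zhr1* males (1 reversed). The list of stress and immune genes also ranged over −0.47 to 0.63 in *PoX2 Df1.688* males (3 reversed).

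The list of piRNA pathway genes ranged over −0.16 to 0.16 in *Pof D119* females (4 reversed) and −0.12 to 0.056 in *Pof D119* males (2 reversed). The list of piRNA pathway genes also ranged over −0.0055 to 0.16 in *Zhr1* males (1 reversed) and −0.067 to 0.10 in *PoX2 Df1.688* males (2 reversed). The block sum on 2L, 2R and 3L ranged over −0.077 to 0.10 in *Pof D119* females (2 reversed). Chromosome 4 (library values) ranged over −0.044 to 0.022 in *Zhr1* females (1 reversed) and 0.13 to 0.20 in *PoX2 Df1.688* females (1 newly under). Chromosome 4 (library values) also ranged over −0.28 to −0.21 in *Pof D119* males (1 over). Bin 1 (library values) ranged over 0.063 to 0.12 in *Zhr1* females (1 newly under) and −0.0074 to 0.031 in *Pof D119* males (1 reversed). Bin 1 (library values) also ranged over −0.036 to 0.0023 in *Zhr1* males (1 reversed). Bin 3 (library values) ranged over 0.14 to 0.19 in *Zhr1* females (4 over) and −0.088 to −0.049 in *Pof D119* males (1 newly under). Bin 3 (library values) also ranged over −0.073 to −0.041 in *Zhr1* males (1 newly under) and −0.070 to −0.044 in *PoX2 Df1.688* males (1 newly under).

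The block sum on X ranged over −0.026 to 0.20 in *Zhr1* females (2 reversed) and 0.47 to 0.63 in *PoX2 Df1.688* females (1 over). The block sum on X also ranged over 0.14 to 0.24 in *Zhr1* males (4 over). X non-coding minus coding ranged over −0.38 to 0.063 in *Zhr1* females (5 reversed) and 0.062 to 0.35 in *Pof D119* males (8 over). X non-coding minus coding also ranged over −0.30 to 0.17 in *PoX2 Df1.688* males (6 reversed). Eggshell genes (library values) ranged over 3.63 to 5.28 in *Zhr1* females (4 over) and 2.06 to 2.96 in *PoX2 Df1.688* females (3 over). The list of accessory gland genes ranged over −0.17 to 0.056 in *Zhr1* females (2 reversed) and −0.32 to 0.045 in *PoX2 Df1.688* females (4 reversed). X (called genes) ranged over 0.17 to 0.33 in *PoX2 Df1.688* females (3 over) and −0.29 to −0.16 in *PoX2 Df1.688* males (1 newly under). X (library values) ranged over 0.058 to 0.074 in *PoX2 Df1.688* females (3 over) and −0.0071 to 0.011 in *Zhr1* males (2 reversed). Bin 2 (library values) ranged over −0.0068 to 0.029 in *PoX2 Df1.688* females (1 reversed) and −0.053 to −0.015 in *Pof D119* males (1 newly under).

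Bin 2 (library values) also ranged over 0.032 to 0.069 in *Zhr1* males (1 newly under). The list of larval fat body genes ranged over −0.13 to 0.53 in *PoX2 Df1.688* females (2 reversed) and −0.034 to 1.20 in *Pof D119* males (1 reversed). The list of testis genes ranged over −0.052 to 0.091 in *PoX2 Df1.688* females (3 reversed) and −0.012 to 0.17 in *Zhr1* males (1 reversed). The block sum outside X ranged over −0.17 to 0.034 in *Pof D119* males (1 reversed). Chromosome 4 genes under 1500 bp minus those of 2500–5000 bp ranged over −0.85 to 0.042 in *Pof D119* males (1 reversed). Chromosome 4 genes under 1500 bp minus those of 5000–10000 bp ranged over −1.29 to −0.41 in *Pof D119* males (2 newly under). The list of yolk protein genes ranged over −1.90 to 0.16 in *Pof D119* males (1 reversed) and −1.42 to 0.64 in *PoX2 Df1.688* males (1 reversed). The list of heat shock genes ranged over −0.50 to 0.24 in *Pof D119* males (3 reversed). The block sum on unplaced scaffolds ranged over −0.12 to 0.081 in *Pof D119* males (3 reversed).

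The list of vitelline membrane genes ranged over −0.21 to 0.98 in *Zhr1* males (1 reversed). The list of early chorion genes ranged over −0.20 to 0.28 in *PoX2 Df1.688* males (2 reversed). X length class comparisons under the threshold ranged over 0 to 2 (8 moved). The number of changed eggshell genes ranged over 0 to 7 in *Pof D119* females (1 moved) and 0 to 8 in *PoX2 Df1.688* females (2 moved). The number of changed dosage compensation genes ranged over 0 to 1 in *Pof D119* females (1 moved) and 1 to 2 in *Pof D119* males (1 moved).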

Differences from the paper's values

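Alternatives named here were chosen before the data were examined, and none of the tests was chosen after the result was seen.

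The paper states that X expression fell by 7.68% relative to autosomes in *Pof D119* males, and the library values here fell by 4.35%. No setting of the library values reached the value of the paper, with a decrease of 1.95% for the median over genes and 4.81% for a prior count of 0.5. Called genes alone gave a mean difference of −0.32 log_2_ units, a larger decrease than that of the paper. How the paper computed its percentage is not stated, so the measures may be unlike.

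For chromosome 4 in *Pof D119* females the paper shows about 6 upregulated genes (Fig. 2A, read by eye), against 2 here. DESeq2, which the paper used, gave 6, and leaving out mutant replicate 3 gave 5. Downregulated transcripts shared by *Pof D119* and *PoX2 Df1.688* females alone are about 140 in the paper (Fig. 8A, read by eye) and 86 here, and 127 with DESeq2.

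Some effects that the paper states as significant had an adjusted p above 0.05. The paper states no adjustment of its Wilcoxon p over chromosomes or bins. Unadjusted rank permutation p was 0.0121 for bin 2 in *Pof D119* females and 0.0285 and 0.0489 for bins 3 and 4 in males. It was 0.0418 for X and 0.113 for bin 3 in *PoX2 Df1.688* males, and 0.0627 for chromosome 4 in females. For bin 2 in *Pof D119* females the threshold was passed with DESeq2 (0.44), all tested genes (0.038), without large fold changes (0.33) and without mutant replicate 4 (0.51). For bin 3 in *Pof D119* males it was passed with DESeq2 (−0.20), all tested genes (−0.072), without large fold changes (−0.20) and without mutant replicate 4 (−0.17), and for bin 4 with all tested genes (−0.11). X-linked genes in *PoX2 Df1.688* males passed it with DESeq2 (−0.22), all tested genes (−0.050) and without wild-type replicate 2 (−0.23), bin 3 there with all tested genes (−0.061), and chromosome 4 in *PoX2 Df1.688* females with all tested genes (0.14). DESeq2 also called *roX1* and *mof* in *Pof D119* males and passed non-coding (−0.85) and short (−0.97) genes of chromosome 4 there.

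The paper states that no reads map to *PoX2* in the deletion, and the counts hold 1, 0, 2 and 1 in *PoX2 Df1.688* males. Among vitelline membrane genes listed as upregulated in *Zhr1* females most were not called here.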

Other observations

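Tests of yolk protein genes and of eggshell stages were chosen after the results were seen, and the other tests named here were not.

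*G6_DM* and *Jockey-1_DSe* separate *Zhr1* from wild type in both sexes, and *TART-A*, *Gypsy1-I_DM* and *Gypsy6_LTR* separate each of the mutants from wild type. Since the same elements rise in all 3 mutants, and stocks were not made isogenic, copy number of the wild-type stock is an explanation the counts cannot test.

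Effects on whole chromosomes are means over genes that change both ways, so their size cannot be compared with that of single genes. Library means of X differ by 0.09 in *Zhr1* females and −0.06 in *Pof D119* males, each with the smallest p that an exact test of 4 against 4 libraries can give.

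Testis genes changed by 0.10, 0.32 and 0.02 in *Pof D119*, *Zhr1* and *PoX2 Df1.688* females and 0.22, 0.09 and 0.11 in males, and yolk protein genes by −0.47, 0.68 and 0.47 and by −1.33, 1.05 and −0.86. Wild-type male replicate 2, at 6.68, raises the wild-type mean of the males, and the libraries of *Zhr1* males are at 2.36 to 4.56 where the other 3 of wild type are at 0.49 to 0.95. Stress and immune genes changed by 0.28, −1.25 and −1.63 in females and −1.61, 0.58 and 0.13 in males. Vitelline membrane genes changed by −2.88, 2.26 and 2.35, early chorion genes by 0.49, 5.13 and 3.43, and late chorion genes by −0.05, 5.49 and 1.07 in females of *Pof D119*, *Zhr1* and *PoX2 Df1.688*.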
